# mRNA-Seq and MicroRNA-Seq Whole-Transcriptome Analyses of Rhesus Monkey Embryonic Stem Cell Neural Differentiation Revealed the Potential Regulators of Rosette Neural Stem Cells

**DOI:** 10.1093/dnares/dsu019

**Published:** 2014-06-17

**Authors:** Yuqi Zhao, Shuang Ji, Jinkai Wang, Jingfei Huang, Ping Zheng

**Keywords:** rhesus monkeys, embryonic stem cells, neural differentiation, transcriptome, microRNAomes

## Abstract

Rosette neural stem cells (R-NSCs) represent early stage of neural development and possess full neural differentiation and regionalization capacities. R-NSCs are considered as stem cells of neural lineage and have important implications in the study of neurogenesis and cell replacement therapy. However, the molecules regulating their functional properties remain largely unknown. Rhesus monkey is an ideal model to study human neural degenerative diseases and plays intermediate translational roles as therapeutic strategies evolved from rodent systems to human clinical applications. In this study, we derived R-NSCs from rhesus monkey embryonic stem cells (ESCs) and systematically investigated the unique expressions of mRNAs, microRNAs (miRNAs), and signalling pathways by genome-wide comparison of the mRNA and miRNA profilings of ESCs, R-NSCs at early (R-NSCP1) and late (R-NSCP6) passages, and neural progenitor cells. Apart from the R-NSCP1-specific protein-coding genes and miRNAs, we identified several pathways including Hedgehog and Wnt highly activated in R-NSCP1. The possible regulatory interactions among the miRNAs, protein-coding genes, and signalling pathways were proposed. Besides, many genes with alternative splicing switch were identified at R-NSCP1. These data provided valuable resource to understand the regulation of early neurogenesis and to better manipulate the R-NSCs for cell replacement therapy.

## 1. Introduction

Neurogenesis takes place robustly during the development of fetal nervous system and continues postnatally and in adults.^1,2^ It relies on multipotent neural stem cells (NSCs), which can generate different cell types of nervous system. Based on their localization and developmental stages, NSCs exhibit distinct spatial and temporary properties in terms of the neural specification and differentiation potentials.^3^ NSCs can also be derived from pluripotent stem cell (PSC) *in vitro* neural differentiation.^4^ Different protocols have been developed to derive and propagate NSCs from PSCs.^5,6^ Similar to their *in vivo* counterparts, PSC-derived NSCs showed distinct neural differentiation competence according to the protocols utilized. Currently, PSC *in vitro* neural differentiation is widely employed to study the regulation of neurogenesis and to generate NSCs or neurons in cell replacement therapy of neurodegenerative and neuropsychiatric disorders.^7,8^ However, most of the PSC-derived NSCs were lack of *bona fide* NSC properties, i.e. they displayed restricted neural differentiation fate and failed to generate all cell types of neural lineage, or they lost the ability to respond to regionalization cue.^3^ These shortcomings hampered their potential applications in basic research as well as in cell replacement therapy. Recently, Elkabetz *et al.*^9^ identified an early stage of NSC population during the process of human embryonic stem cell (ESC) neural differentiation. These earlier NSCs exhibited the unique rosette morphology and were named as rosette NSC (R-NSC). Compared with other NSCs ever described, R-NSC possesses true NSC properties (i.e. broad neural differentiation potential and regionalization ability) and is considered as stem cells of neural lineage.^9^ Albeit with high potential in the study of neurogenesis as well as cell replacement therapy, R-NSC is difficult to be maintained and propagated in culture. Moreover, whether R-NSC exhibits a high risk of tumourigenicity following transplantation remains elusive. In these regards, an intensive study of R-NSC is required in order to thoroughly understand the molecular mechanisms regulating the self-renewal and multipotency of the R-NSCs. However, few works were carried out and little information was obtained regarding the molecular properties of R-NSC in human and even in mice. To our knowledge, only one study examined the human R-NSC-specific genes by microarray analysis.^9^

Rhesus monkey (*Macaca mulatta*) has >90% (92.5–95%) DNA homologue to human and has long been considered as a reliable non-human primate model to study various human diseases and to assess the preclinical safety of medical treatments.^10,11^ In particular, the cell replacement therapy based on the invention of induced PSC (iPSC) technology called for safety assessment in primates before its application in clinics.^12,13^ Thus, rhesus monkey plays intermediate translational roles as therapeutic strategies evolve from rodent systems to human clinical applications. Rhesus monkey ESCs (rESCs) and iPSCs have successfully been derived in several laboratories around the world, and they shared a number of properties with human ESCs.^14–16^ Furthermore, rhesus monkey animal models for neural degenerative diseases including Huntington's disease,^17^ Parkinson's disease,^18^ and spinal cord injury^19^ were demonstrated. Investigating the rESC-derived R-NSCs and transplanting them into the monkey disease models would be a perfect strategy to evaluate the cell replacement therapy in human neural degenerative diseases.

To understand the molecular characters and especially the molecular interaction networks implicated in the maintenance of unique functional properties of R-NSC in rhesus monkey, we performed *in vitro* neural differentiation of rESCs according to the protocol developed by Elkabetz *et al.*^9^ Using the mRNA and microRNA (miRNA) deep sequencing-based systemic analysis, we investigated the whole-genome mRNA and miRNA profilings of the ESCs, R-NSCs at early and late passages (R-NSCP1 and R-NSCP6, respectively), and neural progenitor cells (NPCs) which completely lost the characteristics of R-NSCs. Our results described the dynamics of transcriptomes and miRNAomes during ESC neural differentiation. Comparisons among the four differentiation stages uncovered a hand of R-NSCP1-specific or prevalent mRNAs, miRNAs, and signalling pathways. The regulatory interactions of these molecules were also proposed.

## 2. Materials and methods

### 2.1. rESC culture and induction of neural differentiation

rESCs (line IVF3.2) were cultured on feeder cells of mitotically inactivated mouse embryonic fibroblasts as described previously.^20^ Embryoid body (EB) differentiation was employed to induce neural differentiation. Briefly, rESC colonies were transferred onto tissue culture dishes coated with 1% agar and differentiated in ESC culture medium depleted of basic fibroblast growth factor (bFGF) to induce EB differentiation. EBs were then transferred onto extracellular matrix-coated (10 μg/cm^2^, Sigma-Aldrich) tissue culture dishes to spread and propagate in DMEM/F12 medium (Gibco) supplied with ITS (Sigma-Aldrich), 2.5 µg/ml of fibronectin (Millipore), 60 µM putrescine (Sigma-Aldrich), and 20 ng/ml of bFGF. Neural tube-like structures could be observed in EB outgrowth, and rosette-like clusters were then manually separated and expanded according to the protocol described by Elkabetz *et al.*^9^ with minor modifications. In brief, rosette clusters were replaced on culture dishes pre-coated with 15 µg/ml of polyornithine plus 1 µg/ml of laminin (Po/Lam) (Sigma-Aldrich) in N2 medium supplemented with SHH (200 ng/ml; R&D), FGF8 (100 ng/ml; Sigma-Aldrich), ascorbic acid (0.2 mM; Sigma-Aldrich), and brain-derived neurotrophic factor (BDNF, 20 ng/ml; R&D). The first passage of rosette culture was defined as R-NSCP1. To propagate the R-NSCs, only rosette structures were picked and passed at the density of 100–400 × 10^3^ cells/cm^2^ when the growth reached 80% confluence. R-NSCs after the first passage were propagated in Po/Lam culture dishes in N2 medium with 0.2 mM ascorbic acid, 20 ng/ml of BDNF, 500 ng/ml of SHH, 500 ng/ml of Dll4 (R&D), and 500 ng/ml of Jagged-1 (R&D). Under this culture condition, rosette structure can be maintained for up to five generations. At the sixth generation, the rosette structure was no longer visible and the cells were defined as R-NSCP6. NPCs were derived from R-NSCs with extended culture on Po/Lam culture dishes in N2 medium with 0.2 mM ascorbic acid, 20 ng/ml of BDNF, 20 ng/ml of FGF2, and 20 ng/ml of EGF for >100 days.^21^ The differentiation efficiency from R-NSCs to NPCs under this condition was close to 100% based on cell morphology as well as calculating the percentages of cells labelled with stage-specific marker S100b.

### 2.2. Patterning and neural differentiation of R-NSCs and NPCs

R-NSCs were examined for neural regional patterning potentials.^9^ The following factors were used to coax the regional patterning of R-NSCs: 200 ng/ml of SHH plus 1 µM retinoic acid (RA) for posterior patterning, 200 ng/ml of SHH plus 100 ng/ml of FGF8 for anterior patterning, 40 ng/ml of Wnt3a (R&D) for dorsal patterning, and 200 ng/ml of SHH for ventral patterning.

NPCs were examined for their neural differentiation abilities. For neuronal differentiation, NPCs were replated onto Po/Lam-coated plates at a density of 2.5 × 10^4^ cells/cm^2^ in DMEM/F12 medium supplemented with N2, B27 (Gibco), BDNF (20 ng/ml), glial derived neurotrophic factor (20 ng/ml), 1 mM dibutyryl cyclic AMP (Sigma-Aldrich), and ascorbic acid (200 nM). For astrocyte and oligodendrocyte differentiation, 1% fetal calf serum (Gibco) was added in the above media.^22,23^

### 2.3. Immunofluorescent staining and quantitative reverse transcription–polymerase chain reaction

For immunofluorescent staining, cells were fixed with 4% paraformaldehyde in PBS for 20 min at room temperature followed by permeabilization in 0.2% Triton X-100 in PBS for 10 min. After blocking with 3% bovine serum albumin, cells were incubated with primary antibodies (Supplementary Table S1) overnight at 4°C. Cells were then rinsed in PBS (3× 5 min) followed by incubation with fluorescein isothiocyanate-conjugated or Texas red-conjugated secondary antibody for 1 h. Negative controls were carried out without the addition of the primary antibody.

Cell samples used for cDNA preparation and quantitative reverse transcription–polymerase chain reaction (qRT–PCR) validation were different from those used for RNA-Seq. Total RNA was extracted using Trizol LS Reagent (Invitrogen) according to the manufacture's instruction. Potential contamination from genomic DNA was eliminated by DNase digestion. RNA was reverse-transcribed into single-strand cDNA. Aliquots of cDNA were used as templates for qRT–PCR. The PCR consisted of 1 µl of 1 : 3-diluted cDNA, 10 µl of SYBR green-*Taq* mixed solution (Sigma), and 20 pmol each of 5′ and 3′ primers (Supplementary Table S2) in a total volume of 20 µl and was performed in an Opticon thermal cycler (Bio-Rad) for 35 cycles with denaturation at 95°C for 15 s, annealing at 55–58°C for 30 s, and extension at 72°C for 15 s. RNA without reverse transcriptase treatment was used as negative control.

### 2.4. Sample collection and preparation of the libraries for mRNA and miRNA deep sequencing

In R-NSCP1 culture, a fraction of cells lost the rosette morphology indicative of differentiation. In order to avoid the contamination of R-NSCP1 sample by other cells, only rosette structures were manually collected (R-NSCP1) for downstream RNA extraction. Similarly, pure rosette structures without contamination of differentiated cells were used for R-NSC passage. At passage 6, the rosette structure was no longer formed and all cells in the culture dish were collected (R-NSCP6) for RNA extraction. To get the enough amount of cells for RNA-Seq, ESC neural differentiation was repeated many times and the R-NSCs as well as NPCs from each repeat were pooled for RNA extraction. Therefore, the sample of each stage is the pool of many repeats. mRNA sequencing using HiSeq 2000 was performed at Macrogen Inc. According to the manufacturer's instructions (Illumina), mRNA was purified using poly-T oligo-attached magnetic beads. Following purification, the mRNA was fragmented into small pieces. The cleaved RNA fragments were converted to the first-strand cDNA followed by generation of double-strand cDNAs. These cDNA fragments went through end repair course by adding a single ‘A’ base as well as the adapter ligation. The cDNA libraries prepared from samples of ESCs, R-NSCP1, R-NSCP6, and NPCs were used for paired-end mRNA sequencing by Illumina HiSeq 2000.

For miRNA sequencing, total RNA was ligated to a pair of adaptors at the 5′ and 3′ ends according to the manufacturer's instructions (Illumina). RNA molecules were converted to cDNA and amplified by RT-PCR using adaptor primers. After amplification, library of small RNAs with size of ∼140 bp was purified and used for cluster generation and single-end small RNA sequencing by Illumina HiSeq 2000.

### 2.5. Read mapping and abundance estimate for genes and miRNAs

RNA-seq reads were mapped to the *M. mulatta* genome (MMUL_1.0) using TopHat^24^ (v. 2.0.6) with default settings. Cufflinks^25^ (v. 2.0.2) were used to estimate fragments per kilobase of exon per million fragments mapped (FPKM) values for University of California Santa Cruz Genome Database known genes. According to the previous report that a gene with three FPKMs corresponds to about one transcript in one cell,^26^ we consider the genes with an FPKM value of ≥3 as expressed.

Using the Bowtie software^27^ (v. 2.0.2), miRNA sequence reads were aligned to the rhesus annotated miRNAs in the miRBASE database (Release 19, http://www.mirbase.org/) and the frequency of reads that mapped uniquely to each miRNA was calculated. The adaptor sequences were trimmed from individual reads using a customized Perl script. Reads in which the adaptor sequences were either mutated or absent were discarded. Unmatched sequences were collapsed to obtain a set of unique reads. The reads with sequence length between 15 and 30 were analysed by miRDeep algorithm.^28^ Reads that aligned to more than five positions in the human genome were excluded from the data set, as they may reside in repetitive locus. The potential precursors were excised to generate secondary stem–loop structure using the Vienna RNAfold package (v. 1.8; http://rna.tbi.univie.ac.at).^29^ Finally, miRDeep assigned a score to each read based on: (i) seed sequence homology to known human miRNA, (ii) the presence of a star sequence, (iii) minimum free energy (RNAfold), (iv) energetic stability (Randfold), and (v) frequency of reads that correspond to Dicer processing. A final score was assigned, and the minimum total score by default was one.

### 2.6. Alternative splicing analysis

We conducted the alternative splicing (AS) analysis using the MATS software (version 3.0.7.beta).^30^ Six comparisons were made between any two of the four stages to test if there were 5% or more change of the exon inclusion level (*Ψ*) for exon skipping events, and the events with false discovery rate (FDR) of <0.1 were determined as significant changes between the two stages. The stage-specific AS events were then determined as that with the highest of lowest *Ψ* in a specific stage, and the *Ψ* changes are significant between this stage and any other stages base on MATS calculation. Considering that R-NSCP1 and R-NSCP6 are similar, the AS events did not have to be significant between these two stages when defining AS events as R-NSCP1 or R-NSCP6 specific.

### 2.7. miRNA-target prediction

In order to retrieve information of miRNA targets in rhesus monkeys, we integrated data sets of different sources. First, we retrieved miRNA-target information from the miRNAMap database (version 2.0).^31^ In prediction, the minimum free energy threshold of the miRNA and target duplex was set to −12 kcal/mol and the miRanda score was specified as 120. The predictive parameters of TargetScan and RNAhybrid were set as default values. Secondly, we applied miRDB (http://mirdb.org/miRDB/), which was an online database for miRNA-target prediction and functional annotations based on support vector machines and high-throughput training data sets.^32^ The target score was set to 50 in prediction.

### 2.8. Statistical analysis

Fisher's exact test with Benjamini–Hochberg FDR controls^33^ was performed to identify enriched Gene Ontology (GO) terms and annotated gene sets in the Molecular Signatures Database (MSigDB).^34^ We also used gene expression profiles of many human/mouse tissues from the Genomics Institute of the Novartis Research Foundation (GNF, version 3; http://biogps.org/)^35,36^ to further characterize the transcriptome alterations in ESC neural differentiation.

## 3. Results

### 3.1. Characterization of rESC-derived NSCs

rESCs derived in Dr Wei-zhi Ji's lab were used in this study.^20^ These stem cells have normal karyotype, express ESC markers, and can form three germ layer cells in teratoma formation assay.^20^ According to the neural induction protocol developed by Elkabetz *et al.*,^9^ ESCs at passages 15–30 were sequentially differentiated into early (neural rosette) and late (glial-like) stages of NSCs. The identities of R-NSC and glial-like NSC/NPC were characterized based on the standards described in Elkabetz *et al.*'s study.^9^ Briefly, R-NSCs at passage 1 (R-NSCP1) represented the early stage of NSC and displayed typical morphology, i.e. the columnar epithelial cells radically organized to form rosette structure. They expressed not only the common NSC markers Sox2 and Nestin (Fig. 1A), but also the neural rosette specific markers Dach1 and PLZF (official symbol ZBTB16) (Fig. 1B and C). These early NSCs adopted polarized neuroepithelial structure of anterior central nervous system (CNS) fate and exhibited forebrain precursor cell marker Forse1 (Fig. 1D). They also displayed asymmetric apical localization of tight junction protein ZO-1 and neuroepithelial marker *N*-cadherin (*N*-cad) (Fig. 1B and D). Most importantly, these early R-NSCs possessed broad regional specification competence. For instance, they could be coaxed to differentiate into HB9^+^ spinal motor neurons by SHH/RA posterior patterning cues (Fig. 1E), and into En1^+^ midbrain precursors in response to SHH/FGF8 anterior patterning molecules (Fig. 1F). They also underwent ventral–dorsal specification upon exposure to ventral and dorsal patterning signals such as SHH or Wnt3A, as indicated by the inducible expression of ventral forebrain marker Nkx2.2 (Fig. 1G) and the dorsal marker Msx1 (Fig. 1H).

**Figure 1.**
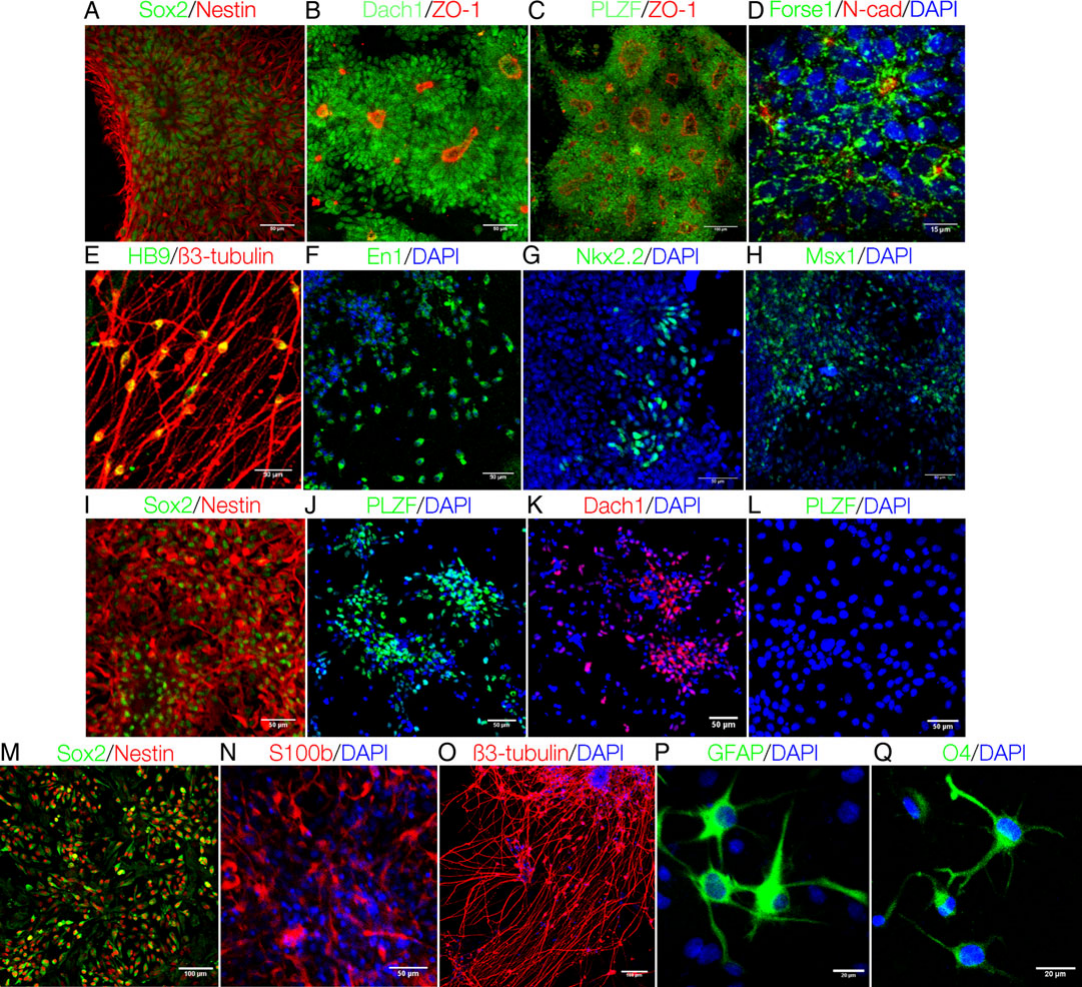
Characterization of rESC-derived NSCs. The common NSC markers Nestin and Sox2 (A); the specific markers Dach1 (B) and PLZF (C), and the polarized distribution of ZO1 in R-NSCP1 (B and C); the co-expression of Forse1 and *N*-cad in R-NSCP1 (D); R-NSCP1 can be coaxed to undergo posterior (E), anterior (F), ventral (G), and dorsal patternings (H). R-NSCP6 cells expressed Sox2 and Nestin (I), PLZF (J), and Dach1 (K). Glial-like NPCs did not express PLZF (L), but expressed Sox2 and Nestin (M), specific marker S100b (N), and can differentiate into neurons (O), astrocytes (P), and oligodendrocytes (Q).

Although R-NSCP1 exhibits high patterning plasticity and therefore represents the ideal NSC population for a range of biomedical applications, they are difficult to be stably maintained and propagated *in vitro*. In our experimental setting, R-NSCs at the sixth passage (R-NSCP6) lost most of the unique properties described above including typical rosette morphology, the polarized distribution of ZO-1 and *N*-cad, and the responsiveness to patterning cues. However, they retained the partial staining for R-NSCP1 markers PLZF (Fig. 1J) and Dach1 (Fig. 1K), and expressed the common NSC markers Sox2 and Nestin (Fig. 1I). Thus, R-NSCP6 represented a transitional stage between R-NSCP1 and the glial-like NSC/NPC, which completely lost the expression of R-NSC-specific marker PLZF (Fig. 1L) and could be maintained in the presence of FGF2/EGF for long time. These FGF2/EGF-dependent NPCs expressed common NSC markers Nestin and Sox2 (Fig. 1M) as well as stage-specific marker S100b (Fig. 1N). Their NSC identity was further confirmed by the ability to differentiate into neurons, astrocytes, and oligodendrocytes as indicated by the expression of specific marker genes β3-tubulin (Fig. 1O), GFAP (Fig. 1P), and O4 (Fig. 1Q), respectively. Taken together, we established three NSC types R-NSCP1, R-NSCP6, and NPC, which represented early-to-late neural developmental stages and displayed decreased capacities in neural patterning and specification.

### 3.2. Gene expression signatures of the three NSC populations

To investigate the regulation of monkey ESC neural differentiation and to identify the unique molecular properties of R-NSCP1, we performed parallel genome-wide analysis of mRNA and miRNA expression profiling in four samples (Supplementary Fig. S1). Respective 72, 78, 78, and 100 million sequence reads (36, 39, 39, and 50 million mate pairs) were obtained in ESCs, R-NSCP1, R-NSCP6, and NPC. 

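Poly-A mRNA was sequenced as paired ends from 4 stages of neural differentiation of the rhesus ESC line IVF3.2. They were undifferentiated ESCs, neural rosettes picked by hand at passage 1 (R-NSCP1), R-NSCs at passage 6, which no longer formed rosettes (R-NSCP6), and NPCs. For R-NSCP6, all cells of the dish were collected. ESCs were grown on mouse embryonic fibroblast feeders. Rosettes were first kept with SHH and FGF8, and later passages with a higher SHH dose, Dll4 and Jagged-1. NPCs were kept in FGF2 and EGF for over 100 days. The stages thus also differ in medium and in how cells were collected. Each stage was 1 library, and its sample was a pool over many repeats, with R-NSCs and NPCs pooled for RNA extraction. There were therefore no replicates, and stages were compared by fixed rules of size instead of tests. The authors mapped the reads to the MMUL_1.0 assembly with TopHat (2.0.6 in the methods, 2.0.5 in the submitters' processing notes) and estimated FPKM for UCSC known genes with Cufflinks 2.0.2. The deposited values are FPKM without counts, so the depth behind a single value is unknown and no counting interval is given. The table lists 12613 rows under 12460 gene symbols, and 12611 of the rows reach an FPKM of 3 in at least 1 stage, so genes below that level in every stage were not analysed here. Of the symbols, 128 stand for more than 1 row, 281 rows in all, and each symbol was counted once. FPKM was used as deposited, without further scaling between stages. The sum of FPKM over all rows was 999473 in ESC, 491243 in R-NSCP1, 783251 in R-NSCP6 and 508708 in NPC, and the uncharacterized gene LOC100426412 alone took 20.6% of the sum in ESC. A fold is the highest FPKM over the second highest, with nothing added, and list medians use log2 ratios of FPKM + 1. Gene lists were compared with 10000 random lists of expressed genes, matched on mean expression in 20 bins; the percentile gives the position of the list among them and is not a p-value.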

Using stringent criteria FPKM ≥3 to define an ‘expressed’ gene, we detected the expression of 12,457 of 20,106 genes (∼61.96%) surveyed in at least one stage and constructed the high-resolution transcriptomes of the four samples (Supplementary Table S3). 

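Most of the listed transcriptome was shared between the stages: 8167 genes had an FPKM of at least 3 in all 4 stages. By stage, 9767 genes reached that level in ESC, 10651 in R-NSCP1, 10415 in R-NSCP6 and 10367 in NPC. In total, 12458 gene symbols were expressed in at least 1 stage. The median FPKM over the listed rows was 9.86 in ESC, 10.9 in both R-NSC stages and 10.1 in NPC. Among the most abundant named transcripts were those of the actin-binding proteins TMSB10 (LOC694305, 27064 FPKM in ESC) and TMSB4X (LOC710959, 7252 FPKM in NPC) and of the translation elongation factor EEF1A1 (6687 FPKM in ESC). CTXN1, which encodes the neuronal membrane protein cortexin, reached 120988 FPKM in R-NSCP6, which was 15.4% of the FPKM sum of that stage.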

Based on these expression data, we re-examined the differentiation stage of these NSC types by looking closely at the expression patterns of the following marker genes: LOC708561 (similar to SOX1), PAX6, LOC694175 (similar to OTX2), LOC716287 (FOXG1-like), GBX2, EMX2, FABP7, SLC1A3, GFAP, S100B, AQP4, OLIG2, and CD44. SOX1 is one of the known earliest neural precursor markers and plays essential roles in neural determination. Its expression can be detected as early as in primitive neuroepithelial progenitors (NEPs), but disappears in radial glias (RG).^37,38^ PAX6 is a broad NSC marker with expression initiated in primitive NEP and sustained until the late NSCs.^38^ OTX2, FOXG1, EMX2, and GBX2 are markers of anterior identity and play roles in early establishment of anterior/posterior patterning of neural plate (e.g. GBX2) or in the regional patterning of the forebrain, midbrain, and hindbrain.^3,39–41^ Because the NSCs of early stage exhibit anterior identity, the co-expression of anterior markers with early neural markers is commonly used to mark the early NSCs with broad neural differentiation competence. FABP7, SLC1A3, GFAP, S100B, AQP4, OLIG2, and CD44 are highly transcribed in the late stage of NSC/NPC.^3^ As shown in Fig. 2A, among the six early NSC markers, PAX6, OTX2, FOXG1, and EMX2 were prevalently expressed in both R-NSCP1 and R-NSCP6 cells, whereas SOX1 and GBX2 were specifically expressed in R-NSCP1. 

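All 6 early markers were at least 2-fold higher in R-NSCP1 than in ESC, and each had its highest FPKM in R-NSCP1 or R-NSCP6. PAX6, a broad NSC transcription factor, was at 0.265 FPKM in ESC, 67.8 in R-NSCP1, 62.3 in R-NSCP6 and 18.9 in NPC. The forebrain factor EMX2 was higher in R-NSCP6 than in R-NSCP1, with 124.6 and 64.5 FPKM, and was at 15.2 FPKM in NPC. LOC694175 was at 35.6 FPKM in R-NSCP1, 21.4 in R-NSCP6 and 7.83 in NPC. LOC708561 (SOX1) was at 5.05 FPKM in R-NSCP1, 2.85 in R-NSCP6 and 0.307 in NPC and was listed at 0 in ESC. GBX2 was at 1.58 FPKM in ESC, 5.25 in R-NSCP1, 0.122 in R-NSCP6 and 2.84 in NPC. In a list of 16 neural progenitor genes, 14 were at least 2-fold higher in R-NSCP1 than in ESC, among them N-cadherin (CDH2, LOC711526) at 18.3 FPKM in ESC and 299 in R-NSCP1; NES, the gene of nestin, was at 141 FPKM in ESC, 300.2 in R-NSCP1 and 735 in R-NSCP6.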

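FABP7, a fatty acid-binding protein of radial glia and astrocytes, was already at 385 FPKM in R-NSCP1 and 492 in R-NSCP6, against 2.58 in ESC, and reached 1767 FPKM in NPC. The glial glutamate transporter gene SLC1A3 was at 3.10 FPKM in ESC, 23.0 in R-NSCP1, 26.4 in R-NSCP6 and 335.7 in NPC. Both were thus highest in NPC, by 3.59-fold over the second stage for FABP7 and 12.7-fold for SLC1A3.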

Late-stage NSC markers FABP7 and SLC1A3 displayed prevalent expression in NPC other than in R-NSCP1 and R-NSCP6. 

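Most astroglial genes were highest in NPC, 11 of 15 with a row. GFAP, the intermediate filament of astrocytes, was at 483 FPKM in NPC and at most 2.06 FPKM elsewhere, and S100B was at 159 FPKM in NPC and at most 0.650 elsewhere. The water channel gene AQP4 was at 43.7 FPKM in NPC and 0.0691 in R-NSCP1, its second highest stage. CD44 was at 167 FPKM in NPC and 4.53 in ESC, and OLIG2 (LOC700098), a transcription factor of the oligodendrocyte lineage, was at 19.7 FPKM in NPC and 0.655 in R-NSCP1. These 11 were all prevalent in NPC (0.983 expected from all expressed genes, percentile 100), and the median log2 ratio of NPC to R-NSCP6 over the 15 was 3.62. The others prevalent in NPC include the proteoglycan gene BCAN (81.4 FPKM) and TNC (147 FPKM), whereas APOE was highest in ESC (354 FPKM). Of 11 oligodendrocyte lineage genes, only 4 have a row, and all 4 were prevalent in NPC, with CNP, a gene of myelinating cells, at 94.6 FPKM.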

Genes involved in the neuronal or astrocytic differentiation process (GFAP, S100B, AQP4, OLIG2, and CD44) were restrictively expressed in NPC. Moreover, hierarchical clustering analysis of these four samples revealed that R-NSCP6 was clustered with NPC instead of R-NSCP1 (Supplementary Fig. S2). 

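R-NSCP6 lay nearer to R-NSCP1 than to NPC: over the expressed genes, 1 minus the Pearson correlation of log2(FPKM + 1) was 0.142 between R-NSCP6 and R-NSCP1 and 0.222 between R-NSCP6 and NPC. The distance from ESC was 0.204 for R-NSCP1, 0.307 for R-NSCP6 and 0.330 for NPC, so ESC lay nearest to R-NSCP1. Under average linkage, R-NSCP1 and R-NSCP6 joined before any other pair. The distance from R-NSCP6 to R-NSCP1 minus that to NPC was -0.080 on this scale and was negative under all 6 other choices of distance or filter. With 1 library per stage, the distances carry no error. Forebrain genes were higher in both R-NSC stages than in NPC: of 18 forebrain patterning genes, 14 were at least 2-fold lower in NPC than in R-NSCP1 and 16 than in R-NSCP6. The paper takes the marker genes and the clustering of the 4 samples as further support for a decrease of regional specification and neural differentiation potentials from R-NSCP1 to NPC.

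**Figure D1:**
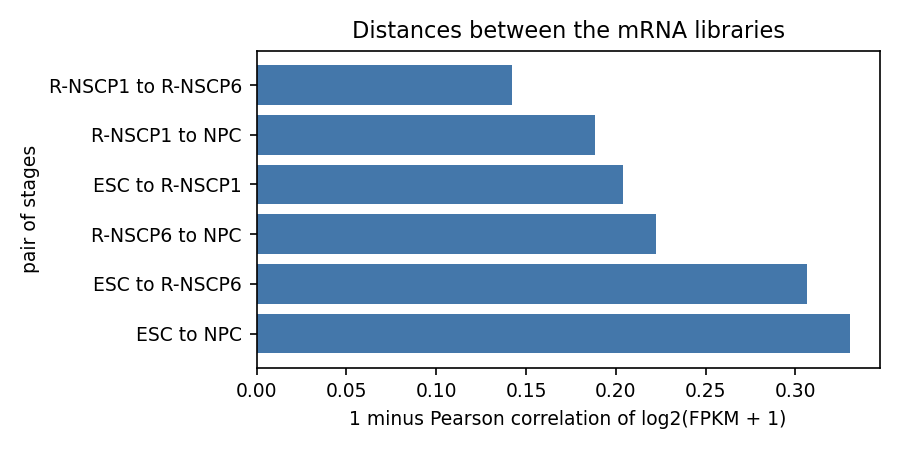
Distances between the 4 mRNA libraries, each bar 1 pair of stages, as 1 minus the Pearson correlation of log2(FPKM + 1) over the expressed genes. The shortest bar is R-NSCP1 to R-NSCP6 (0.142) and the longest ESC to NPC (0.330).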

Taken together, these data further supported that the regional specification and neural differentiation potentials decreased from R-NSCP1 to NPC.

**Figure 2.**
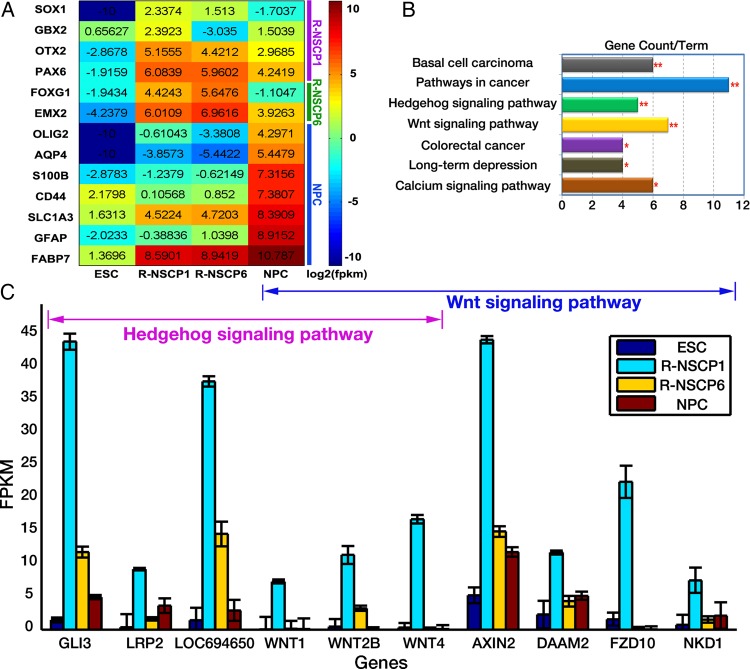
The expression patterns of prevalent genes during rESC neural differentiation. (A) Heatmap plot of expression profile of marker genes of NSCs during rESC neural differentiation. There are three groups for the marker genes, including R-NSCP1-prevalent (purple), R-NSCP6-prevalent (green), and NPC-prevalent (blue). (B) Significantly enriched GO terms associated with prevalent genes of R-NSCP1 stage. Marks * and ** represent the terms satisfy FDR <0.01 in Fisher's exact test with FDR adjustment.^33^ (C) Gene expression patterns of the Hedgehog and Wnt signalling pathway in rESC neural differentiation. The red arrow includes differentially expressed genes in the Hedgehog pathway, while the blue arrow represents the differentially expressed genes in the Wnt signalling pathway.

We next went on to identify the unique molecular signatures of the three NSC populations. To this end, the expression fold change between the highest FPKM value and the secondary highest FPKM value was calculated for each gene. Genes with the fold changes of ≥2 were considered as stage specifically over-expressed genes. As a result, we identified 1,147, 258, 949, and 821 genes showing prevalent expression in ESC, R-NSCP1, R-NSCP6, and NPC, respectively (Supplementary Table S4). 

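By the same rule on the deposited FPKM, 1147 genes were prevalent in ESC, 258 in R-NSCP1, 949 in R-NSCP6 and 821 in NPC, each symbol counted once. Pluripotency genes were more frequent than expected in the ESC set, genes of dorsal and midbrain patterning and Wnt signalling in the R-NSCP1 set, cortical neuron genes in the R-NSCP6 set and astroglial genes in the NPC set. Of these prevalent members, the paper picked 7 of 9 Wnt, 3 of 7 dorsal, and 2 of 3 midbrain and hindbrain genes from these libraries. It also picked 8 of 16 cortical neuron genes, and the picked genes are not independent evidence. Among genes of at least 20 FPKM that are not listed at 0 in all other stages, the largest folds in NPC were those of AQP4 (632-fold over the second stage) and the proteoglycan gene BCAN (409-fold), followed by S100B (245-fold) and GFAP (235-fold), all but the last over values under 1 FPKM. In R-NSCP1, they were those of the scavenger receptor COLEC12 (14.6-fold) and the Wnt receptor FZD10 (14.4-fold). The counts depend on how the libraries are scaled: with FPKM divided by its library sum, 429 genes were prevalent in ESC, 684 in R-NSCP1, 403 in R-NSCP6 and 1068 in NPC. A fold of at least 4 left 408, 84, 228 and 342 genes.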

Among the 1,147 genes over-represented in ESCs, 391 were exclusively detected in ESCs (an FPKM value of <3 in other stages). 

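ESC-prevalent genes with an FPKM under 3 in every other stage numbered 380 as symbols and 392 as rows. Among them were the pluripotency genes DPPA4 (LOC706631, 199 FPKM in ESC and 0.303 in R-NSCP1), NODAL (35.7 FPKM in ESC and 0.102 in R-NSCP1) and GDF3 (12.9 FPKM in ESC, listed at 0 in the other stages). The interferon-induced membrane protein genes IFITM1 (907 FPKM) and IFITM3 (763 FPKM) and the respiratory chain genes COX5A (943 FPKM) and UQCRH (598 FPKM) were also in this group and were listed at 0 in all 3 other stages. IFITM3 and UQCRH have more than 1 row, and all 128 such symbols have identical values in the 3 other stages and different values in ESC. A join of the stages by gene symbol is a candidate explanation for part of such zeros, which may not reflect absent expression. With the limit set at an FPKM of 1 in place of 3, 184 genes were exclusive to ESC, and with FPKM divided by its library sum, 221.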

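The core pluripotency factors were high in ESC and nearly gone in R-NSCP1: POU5F1 was at 1176 FPKM in ESC and 1.04 in R-NSCP1, and NANOG was at 113 and 0.0860 FPKM. DNMT3B, a de novo DNA methyltransferase, was at 515 FPKM in ESC and kept 16.3 in R-NSCP1, 7.20 in R-NSCP6 and 2.52 in NPC. SALL4 was at 70.1 FPKM in ESC and 19.8 in R-NSCP1. L1TD1 (261 FPKM in ESC), ZFP42 (77.3), LEFTY1 (51.6) and PRDM14 (26.8) were all at most 1.33 FPKM in R-NSCP1. Of 18 pluripotency genes with a row, 17 were prevalent in ESC (1.66 expected, percentile 100). The exception was SOX2, a factor of both pluripotent and neural stem cells, with 113 FPKM in ESC, 125 in R-NSCP1, 159 in R-NSCP6 and 296 in NPC.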

The well-known conserved markers of undifferentiated ESCs including POU5f1, NANOG, DNMT3B, L1TD1, ZFP42, SALL4, LEFTY1, and PRDM14 were included in the list. LOC719865 (similar to RNA-binding protein Lin-28A) was also highly expressed in ESCs. 

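LOC719865 (LIN28A) was at 1357 FPKM in ESC and still at 101 FPKM in R-NSCP1, 13.4-fold lower. It was nearly gone at the later stages, with 0.452 FPKM in R-NSCP6 and 0.0693 in NPC.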

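An FPKM of at least 20 in ESC together with a fold of at least 50 over the second highest stage, a value of 0 included, was met by 70 genes. The BMP and Nodal antagonist CER1 (LOC713924) was among them, with 270.1 FPKM in ESC and at most 0.468 elsewhere. CER1 is also a marker of endoderm. Of 13 endoderm genes, only 6 have a row, and 5 of these were prevalent in ESC, the transcription factors FOXA2 (7.17 FPKM), GATA6 (5.41), GATA4 (3.95) and SOX17 (3.27) at far lower levels. Epithelial genes, listed as surface ectoderm, were also prevalent in ESC, 5 of the 5 with a row out of 9. EPCAM was at 154 FPKM in ESC and 8.69 in R-NSCP1 and E-cadherin (CDH1) at 28.8 and 1.41 FPKM. Values of at least 20 FPKM in 1 stage and under 0.1 in the others occurred in 36 rows for ESC, 4 for R-NSCP1, 11 for R-NSCP6 and 7 for NPC.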

Supplementary Table S5 summarizes the most enriched genes (fold change ≥50) with a high expression level (FPKM ≥20) in rESCs. It is interesting to note that PKM2, which encodes pyruvate kinase isoform M2 important for aerobic glycolysis, was exclusively and abundantly expressed in ESCs, suggesting that the PSCs might have distinct metabolic property from proliferating somatic stem cells.

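PKM2 was at 335.2 FPKM in ESC, 2.76 in R-NSCP1, 2.75 in R-NSCP6 and 1.65 in NPC, a fold of 121 over the second highest stage. Of 19 genes of glycolysis and glucose uptake with a row, 4 were prevalent in ESC (1.75 expected, percentile 86.4): PKM2, the phosphoglycerate mutase PGAM1 (347 FPKM in ESC and 7.84 in R-NSCP6), LDHB (1773 in ESC and 839 in R-NSCP1) and the glucose transporter SLC2A3 (318 in ESC and 1.17 in NPC). The others were prevalent in no stage, such as GAPDH, which was at 1849.9 FPKM in ESC and 1503 in R-NSCP6. For the whole list, the median log2 ratio of R-NSCP1 to ESC was -0.39 (percentile 40.2), and it was 0.61 with FPKM divided by its library sum.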

Among the 258 R-NSCP1-prevalent genes (Supplementary Table S4), 124 were restrictively expressed in R-NSCP1 (an FPKM value of <3 in other stages). 

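R-NSCP1-prevalent genes with an FPKM under 3 in the other stages numbered 124. They include the dorsal neural tube transcription factor PAX7 (LOC702013, 5.63 FPKM in R-NSCP1, listed at 0 elsewhere), the roof plate ligand GDF7 (6.29 FPKM and at most 0.433 elsewhere), MSX2 (LOC694227, 9.62 FPKM and at most 1.03 elsewhere) and the isthmic and midbrain factor LMX1B (4.95 FPKM and at most 0.820 elsewhere). With the limit set at an FPKM of 1, the number was 46.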

Of which, the uncharacterized genes LOC100428562 (cytochrome c oxidase subunit 2-like), LOC100428486, LOC100428944, and LOC100430630 showed a high expression level (FPKM ≥48) in the R-NSCP1 stage. 

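These genes had 132.7 FPKM (LOC100428562), 120.4 (LOC100428486), 53.2 (LOC100428944) and 48.8 (LOC100430630) in R-NSCP1, and each was listed at 0 in ESC, R-NSCP6 and NPC. No other gene exclusive to R-NSCP1 reached 48 FPKM. None of the 4 symbols has a name in the gene table used here, and the paper gives a cytochrome c oxidase subunit as the likeness of LOC100428562. As the values are single FPKM estimates without counts, a level of 0 in the other stages has no known limit of detection.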

Whether they play critical roles in R-NSCP1 function deserved exploration. 

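An FPKM of at least 10 and a fold of at least 4 were met by 35 of the R-NSCP1-prevalent genes. ALOX15, a lipoxygenase, was at 11.2 FPKM in R-NSCP1 and 0.329 in R-NSCP6 (34.1-fold over the second highest stage), and the cell adhesion gene SDK2 was at 16.8 and 1.73 FPKM (9.69-fold). Extracellular matrix genes were among them: COL4A6 was at 60.3 FPKM in R-NSCP1 and 10.6 in R-NSCP6, SPOCK1 was at 44.5 and 5.55 FPKM, and COL3A1 was at 10.1 and 0.591 FPKM. CBLN1 (LOC693425), a secreted synapse organizer, was at 114 FPKM in R-NSCP1 and 18.7 in ESC. CLDN1 (LOC704330), a tight junction gene that is also a marker of choroid plexus, was at 32.2 FPKM in R-NSCP1 and 3.68 in R-NSCP6. Of 11 choroid plexus genes with a row, 5 were prevalent in R-NSCP1 (0.224 expected, percentile 100), and TTR, the transthyretin gene of that epithelium, was at 463 FPKM in R-NSCP1 and 154 in R-NSCP6 and was listed at 0 in ESC and NPC. Of 15 fibroblast and mesenchyme genes, 3 were prevalent in R-NSCP1 (0.306 expected, percentile 98.6): COL3A1, LUM (6.75 FPKM) and FBN1 (15.4 FPKM). In ESC and in NPC, 3 each were prevalent as well. In each of these 2 lists, 1 of the genes prevalent in R-NSCP1 was picked from these libraries and so is not independent.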

Table 1 summarizes the typical R-NSCP1-enriched genes with relative high expression abundance (FPKM ≥10 and fold change ≥4). The expression pattern of PAX3, Col3A1, and WNT1 was randomly selected for validation by qRT–PCR (Supplementary Fig. S3A). 

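Dorsal and midbrain patterning genes were among the R-NSCP1-prevalent genes. PAX3, a transcription factor of the dorsal neural tube, was at 13.5 FPKM in R-NSCP1 and at most 0.0558 in the other stages, and PAX8 was at 4.32 and at most 0.0855 FPKM. OLIG3, of the dorsal progenitor domains, was at 6.60 FPKM in R-NSCP1 and 0.421 in R-NSCP6, and EN2, of the midbrain and hindbrain boundary, was at 11.4 FPKM in R-NSCP1 and 3.31 in NPC. LGI1 was at 26.6 FPKM in R-NSCP1 and 4.63 in R-NSCP6 (5.74-fold), and the neuroblast gene DCX was at 27.7 FPKM in R-NSCP1 and 10.1 in NPC (2.74-fold). DMRTA1 and SLIT2 were closer to the 2-fold rule, with 26.9 and 50.9 FPKM in R-NSCP1 and 12.2 and 23.7 in R-NSCP6. Of 18 dorsal neural tube and neural crest genes with a row, 7 were prevalent in R-NSCP1 (0.367 expected, percentile 100). Of 21 midbrain and hindbrain genes, only 7 have a row, and 3 of these were prevalent there (0.143 expected, percentile 99.9). Members without a row were not assessed. Of the media, only that of the first rosette passage is stated to hold FGF8. Stage and medium thus cannot be told apart for these patterning genes. Of the prevalent members, 3 dorsal and 2 midbrain and hindbrain genes were picked from these libraries and so are not independent.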

We observed that many of the R-NSCP1-prevalent genes are well-known gene signatures in neural regionalization and patterning during neurogenesis (e.g. PAX3, PAX8, OLIG3, LGI1, GLI3, EN2, DCX, DMRTA1, and SLIT2).^42–46^ The GNF database shows that four of the nine gene signatures (including LGI1, GLI3, EN2, and DCX) are predominantly expressed in neural tissues (the expression levels in neural tissues, such as whole brain, retina, and hypothalamus, are significantly higher than the other tissues; Wilcoxon signed-rank test, *P* < 0.01). More interestingly, the DCX gene (doublecortin) is specifically expressed in the fetal brain. In addition, we annotated all the R-NSCP1-prevalent genes using human gene signatures in MSigDB^34^ (v4.0) and found that the genes up-regulated in neurons (Term ID: CAHOY_NEURONAL) were enriched (FDR <1 × 10^−10^). The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis on these 258 R-NSCP1-prevalent genes revealed that these genes were highly enriched in the basal cell carcinoma, pathways in cancer, Hedgehog signalling pathway, and Wnt signalling pathway (Fisher's exact test, FDR <0.01; Fig. 2B). 

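Of 39 Hedgehog pathway genes with a row, 7 were prevalent in R-NSCP1, where 0.795 was expected from all expressed genes (percentile 100); 6 of the 7 are genes the paper picked from these libraries, so the excess is not independent evidence. Of 108 Wnt pathway genes with a row, 9 were prevalent in R-NSCP1 against 2.20 expected (percentile 99.99), with 10 in ESC, 6 in R-NSCP6 and 3 in NPC; 7 of the 9 were picked in the same way, as were 3 of the 4 prevalent genes in each of the next lists. Wnt ligands belong to both lists: 4 of 12 ligands were prevalent in R-NSCP1 (0.245 expected), and all 12 were higher in R-NSCP1 than in ESC. A separate Hedgehog list, which leaves out Wnt and BMP ligands and general kinases and adds members such as CDON, BOC and KIF7, had 15 genes with a row, of which 4 were prevalent in R-NSCP1 (0.306 expected): GLI3, GAS1, LRP2 and CDON. With a fold of at least 4, the numbers were 3 for the Wnt list, 2 for the Hedgehog list and 0 for the separate Hedgehog list. With FPKM divided by its library sum, the Wnt list had 19 and the Hedgehog list 11.

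**Figure D2:**
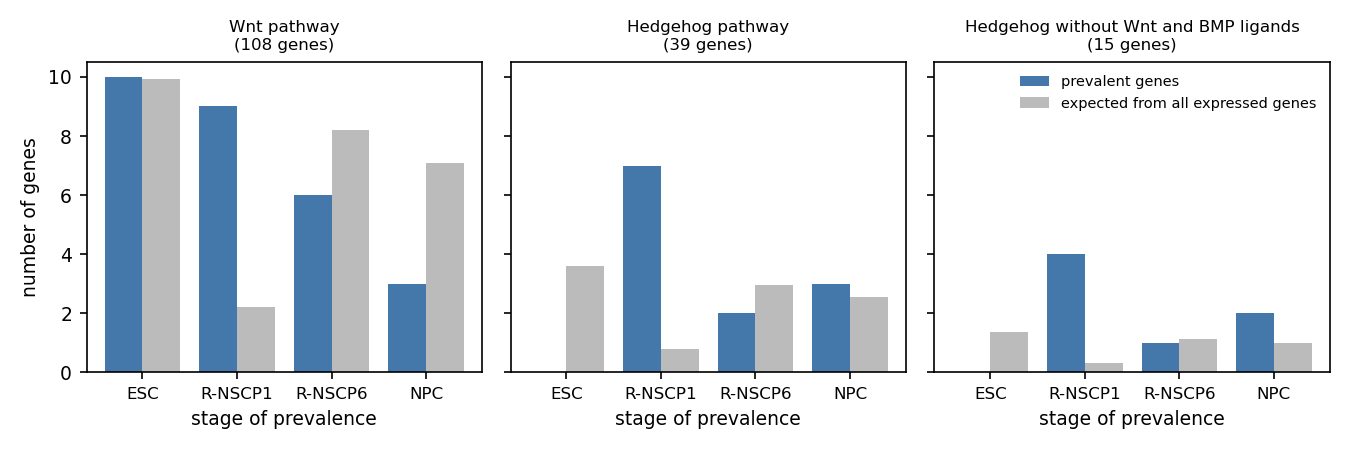
Number of genes prevalent in each stage in the Wnt and Hedgehog lists and in the separate Hedgehog list that holds no Wnt or BMP ligands, beside the number expected from all expressed genes. The R-NSCP1 bars stand at 9 against 2.20, 7 against 0.795 and 4 against 0.306.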

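GLI3, a zinc finger transcription factor that mostly represses Hedgehog targets, was at 43.9 FPKM in R-NSCP1, 11.8 in R-NSCP6, 4.93 in NPC and 1.45 in ESC. The Hedgehog co-receptor GAS1 (LOC694650) was at 37.8 FPKM in R-NSCP1 and 14.6 in R-NSCP6, the co-receptor CDON at 24.9 and 9.87 FPKM, and the endocytic receptor LRP2 at 9.22 and 1.60 FPKM. SHH itself was at 0.271 FPKM in R-NSCP1 and 9.01 in NPC, and the signal transducer SMO was at 33.2 FPKM in R-NSCP1 and 42.9 in R-NSCP6. WNT1, WNT4 and WNT2B, which the Hedgehog gene set also holds, are ligands of the Wnt pathway.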

Six components of the Hedgehog signalling pathway including GLI3, LRP2, LOC694650, WNT1, WNT4, and WNT2B were significantly over-represented in R-NSCP1 (Fig. 2C) (Fisher's exact test, FDR <0.01). Similarly, components of the Wnt signalling pathway, including AXIN2, DAAM2, FZD10, NKD1, and the three WNT genes mentioned above, were over-represented in R-NSCP1 (Fig. 2C). 

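WNT1 was at 7.33 FPKM in R-NSCP1 and at most 0.100 in the other stages, and WNT4 was at 16.8 and at most 0.279 FPKM. WNT2B was at 11.4 FPKM in R-NSCP1 and 3.24 in R-NSCP6. The receptor gene FZD10 was at 22.5 FPKM in R-NSCP1, 1.56 in ESC and 0.0227 in R-NSCP6. DAAM2, an effector of Wnt signalling, was at 11.7 FPKM in R-NSCP1 and 5.14 in NPC, 2.28-fold apart. SFRP2 (LOC699915), a secreted Wnt modulator, was also prevalent in R-NSCP1, with 95.0 FPKM against 28.3 in ESC. Another secreted antagonist, SFRP1, was highest in ESC, with 242 FPKM against 56.3 in R-NSCP1.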

The function of Hedgehog signalling in facilitating R-NSC expansion *in vitro* has been validated in the previous study.^9^ 

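AXIN2, a feedback inhibitor that Wnt signalling induces, was at 44.2 FPKM in R-NSCP1, 14.9 in R-NSCP6, 11.8 in NPC and 5.21 in ESC. Of 10 target genes of Wnt signalling with a row, 4 were prevalent in R-NSCP1 (0.204 expected): AXIN2, NKD1 (7.51 FPKM and 2.13 in NPC), SP5 (8.84 FPKM and 1.65 in ESC) and TNFRSF19 (22.4 FPKM and 5.10 in NPC), all but SP5 picked from these libraries. In all, 7 of the 10 had their highest FPKM in R-NSCP1, and the median log2 ratio of R-NSCP1 to ESC was 2.09. LGR5 was prevalent in ESC (5.65 FPKM and 2.64 in R-NSCP1).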

AXIN2 is a universal read-out of Wnt signalling activation, and its prevalent expression in R-NSCP1 (Supplementary Fig. S3B) indicated that Wnt signalling pathway was highly activated in R-NSCP1 cells and might play important roles in regulating the biology of early stage R-NSC. In addition, we explored the expression patterns of gene signatures in Hedgehog and Wnt signalling pathways in human tissues using the GNF database.^35,36^ It shows that 5 of the 10 gene signatures are predominantly expressed in neural tissues, including GLI3, WNT1, WNT2B, DAAM2, and FZD10 (Supplementary Fig. S4).

**Table 1.** Top list of r-NSCP1-prevalent genes during rESC neural differentiation

Gene	ESC	R-NSCP1	R-NSCP6	NPC	Gene descriptions
LOC100428562	0.00	132.67	0.00	0.00	Cytochrome c oxidase subunit 2-like
PAX3	0.06	13.54	0.01	0.03	Paired box 3
WNT4	0.28	16.80	0.04	0.08	Wingless-type MMTV integration site family, member 4
ALOX15	0.07	11.22	0.33	0.01	Arachidonate 15-lipoxygenase
COLEC12	3.60	52.53	2.73	0.02	Collectin subfamily member 12
FZD10	1.56	22.53	0.02	0.01	Frizzled family receptor 10
SDK2	0.39	16.81	1.73	0.79	Sidekick cell adhesion molecule 2
CLDN1	0.83	32.17	3.68	0.08	Claudin 1
SPOCK1	2.23	44.48	5.55	1.39	Sparc/osteonectin, cwcv and kazal-like domains proteoglycan (testican) 1
LOC713704	0.00	91.95	10.11	12.44	PR domain zinc finger protein 16-like
COL3A1	0.12	10.06	0.59	1.52	Collagen, Type III, alpha 1
RHOU	2.10	25.74	3.90	0.40	Ras homologue family member U
RGS5	2.41	23.25	3.57	0.14	Regulator of G-protein signalling 5
ZBTB16	0.16	10.93	1.76	0.32	Zinc finger and BTB domain containing 16
CBLN1	18.67	113.84	11.65	0.02	Cerebellin 1 precursor
CNTNAP2	1.87	23.47	3.86	0.11	Contactin-associated protein-like 2
PRTG	1.60	19.99	3.38	1.07	Protogenin
GNRH1	1.15	11.34	1.85	1.97	Gonadotropin-releasing hormone 1
LGI1	0.28	26.61	4.63	2.49	Leucine-rich, glioma inactivated 1
FLRT2	1.61	16.33	2.88	1.29	Fibronectin leucine-rich transmembrane protein 2
COL4A6	3.39	60.33	10.65	1.35	Collagen, Type IV, alpha 6
CA2	5.53	33.28	6.44	1.05	Carbonic anhydrase II
FAM84A	1.69	12.24	1.49	2.38	Family with sequence similarity 84, member A
TNFRSF19	2.01	22.39	2.44	5.10	Tumour necrosis factor receptor superfamily member 19-like
BMF	4.05	16.31	3.17	1.51	Bcl2 modifying factor

Compared with R-NSCP1 cells, R-NSCP6 and NPC cells displayed decreased plasticity in neural patterning and specification. In consistence with this tendency, many important transcription factors involved in CNS regionalization and specification were identified as R-NSCP6 prevalent (Table 2). These genes include TBR1, NEUROD6, NEUROD2, NEUROD1, NEUROG1, CTXN1, NR2F1, NR2F2, DMRT3, RSPO2, EMX1, BHLHE22, VSTM2L, LEAP2, RAB3a, Hes6, LY6H, MAPK11, GLI1, HMP19, FBXW9, FBXW5, DLK1, and LHX2. 

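Most genes of cortical neurons and their progenitors were highest in R-NSCP6, 20 of 26 in a list compiled from general knowledge. R-NSCP1 was picked rosettes and R-NSCP6 all cells of the dish, so a change in the stem cells and a different mix of cells cannot be told apart. TBR1, a transcription factor of deep-layer and early-born cortical neurons, was at 8.16 FPKM in R-NSCP1 and 41.9 in R-NSCP6, and the proneural factors NEUROD6 (1.17 and 32.0 FPKM), NEUROD1 (1.91 and 9.36) and NEUROG1 (2.74 and 9.48) differed in the same direction. EMX1, a dorsal forebrain factor, was at 4.50 FPKM in R-NSCP1 and 29.4 in R-NSCP6, and LHX2 was at 38.4 and 109.8 FPKM. HES6 was at 25.9 FPKM in R-NSCP1, 282 in R-NSCP6 and 52.9 in NPC. All 24 of the listed genes were highest in R-NSCP6, by 2.19-fold over the second stage for DLK1 up to 125-fold for NEUROD2, and their median log2 ratio of R-NSCP6 to R-NSCP1 was 2.06; they were picked from these libraries. Of the list of 26, 16 were prevalent in R-NSCP6 (1.97 expected, percentile 100), 8 of them also among the listed genes and so not independent; the others include NEUROG2 (LOC701345, 25.3 FPKM), the RNA-binding protein gene ELAVL4 (31.0) and RELN (11.6). Of 18 forebrain patterning genes, 8 were prevalent in R-NSCP6 (1.37 expected, percentile 100), 5 of them also among the listed genes and DMRTA2 not (LOC714181, 53.7 FPKM).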

Apart from these known factors, many uncharacterized genes were uncovered to be highly enriched in R-NSCP6 (Supplementary Table S4). 

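Of the 949 R-NSCP6-prevalent genes, 568 have a LOC symbol, against 422 of 1147 in ESC, 100 of 258 in R-NSCP1 and 320 of 821 in NPC. The highest of those listed at 0 in the other 3 stages were LOC100426859 (300.1 FPKM in R-NSCP6), LOC720811 (192 FPKM) and LOC717581 (121 FPKM). The gene table used here names LOC717581 as G0S2, an inhibitor of triglyceride lipase, and gives no name for the first pair. Of all 5050 LOC symbols in the table, 3389 have such a name.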

Investigating the functions of these novel genes would provide new insights into the regulation of CNS specification in primates.

**Table 2.** Top list of r-NSCP6-prevalent genes during rhesus embryonic stem cell neural differentiation

Gene	ESC	R-NSCP1	R-NSCP6	NPC	Gene descriptions
TBR1	0.17	8.16	41.92	0.071	T-box, brain, 1
NEUROD6	0	1.17	32.03	0.12	Neuronal differentiation 6
NEUROD2	0	0.06	7.11	0	Neuronal differentiation 2
NEUROG1	0	2.74	9.48	0.15	Neurogenin 1
CTXN1	4,577	4,218	120,988	1,949	Cortexin 1
NR2F1	0.12	61.90	238.9	34.81	Nuclear receptor subfamily 2, group F, member 1
NR2F2	0.37	39.99	141.06	16.45	Nuclear receptor subfamily 2, group F, member 2
DMRT3	0.02	13.7	46.30	0	Doublesex and mab-3-related transcription factor 3
RSPO2	0.3	119.7	289.86	0.83	R-spondin 2
EMX1	0	4.5	29.39	0	Empty spiracles homeobox 1
BHLHE22	0.06	0.75	10.09	0.23	Basic helix-loop-helix family, member e22
VSTM2L	0.33	1.73	23.21	2.06	V-set and transmembrane domain-containing 2 like
LEAP2	0	9.68	82.38	0	Liver-expressed antimicrobial peptide 2
RAB3A	0.60	4.63	25.26	3.0	RAB3A, member RAS oncogene family
HES6	1.23	25.9	281.62	52.88	Hairy and enhancer of split 6 (Drosophila)
LY6H	0.29	23.31	168.39	35.06	Lymphocyte antigen 6 complex, locus H
MAPK11	2.11	9.99	47.44	8.799	Mitogen-activated protein kinase 11
GLI1	1.60	2.42	11.35	1.82	GLI family zinc finger 1
HMP19 (NSG2)	0.14	20.47	83.49	1.21	Neuron-specific protein family member 2
FBXW9	3.45	5.99	22.02	6.39	F-box and WD repeat domain containing 9
FBXW5	11.85	14.9	44.68	15.8	F-box and WD repeat domain containing 5
DLK1	1.135	26.60	58.36	0.96	Delta-like 1 homologue (Drosophila)
LHX2	0.34	38.4	109.7	21.4	LIM homeobox 2

### 3.3. AS in rESC neural differentiation

AS is an important layer of gene expression regulation and plays necessary roles in various aspects of developmental processes. To find out whether splicing switch of genes participates in the regulation of unique R-NSC properties, we used MATS^30^ to analyse AS changes during rESC neural differentiation. We focused on the exon skipping AS and identified 161 stage-specific events in all four stages (Supplementary Table S6). Among them, 28 events were R-NSC-specific. For examples, an alternative exon in CTNND1 is specifically highly included in R-NSCP1 (Fig. 3A), an alternative exon in CDCA7 shows a high inclusion level only in R-NSCs at P1 and P6 (Fig. 3B), an alternative exon in Abl-interactor 2 (ABI2) shows nearly exclusive inclusion in R-NSCs (Fig. 3C), and an alternative exon in ARFIP1 shows R-NSC-specific low inclusion (Fig. 3D). AS could result in different protein products; all the four alternative exons shown in Fig. 3 are in coding regions and inclusion of these exons results in inclusion of a certain number of amino acids encoded by the alternative exons in the protein products. For instance, the inclusion of the 183-bp alternative exon in ABI2, an SH3-domain protein involved in neuronal development, lead to protein product with additional 61 amino acids. On the other hand, AS could have other effects such as premature termination due to read frame shift. One hundred and fifty-one of the 161 stage-specific alternative exons are in protein-coding regions, even though most of them (100 of 151) cause in frame change of protein, there are 31 splice variants cause reading frame shift and 10 splice variants result in different usage of start codons (Supplementary Table S6). The R-NSC stage-specific inclusion of alternative exon suggests that the exon inclusion may be important to regulate R-NSC-specific functional properties.

**Figure 3.**
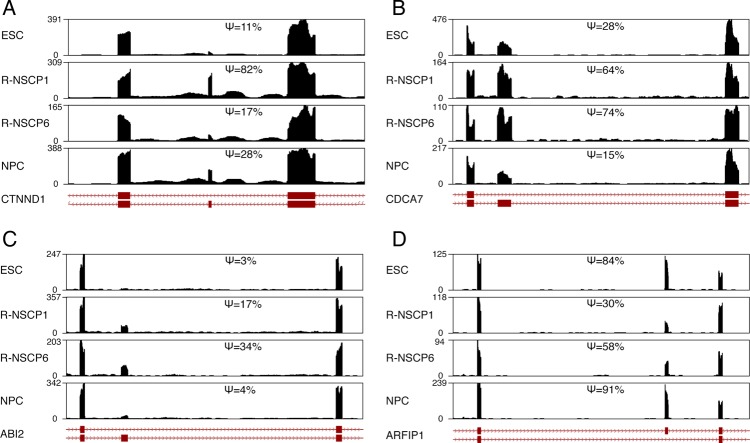
Examples of R-NSC-specific AS changes during rhesus ESC neural differentiation. The RNA-Seq reads coverage of alternative exons and the flanking exons in CTNND1, CDCA7, ABI2, and ARFIP1 are shown in A–D, respectively. The *y*-axes represent read coverage; the inclusion level (*Ψ*) of each alternative exon on each stage is shown. Three-exon isoform structures are shown at the bottom of each panel, and the middle exon is the alternative exon.

### 3.4. miRNA biomarkers of NSCs and potential mRNA–miRNA regulatory interaction

miRNA expression profiling was examined by single-end small RNA sequencing. Total 32.5, 39, 33, and 36 million sequence reads were obtained from the ESC, R-NSCP1, R-NSCP6, and NPC, respectively. 

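Small RNA of the 4 stages was sequenced from single ends, again with 1 library per stage from pooled samples and no replicates. The authors trimmed the adaptors, aligned the reads to the rhesus miRNAs of miRBase release 19 with Bowtie (2.0.2 in the methods) and counted the reads that mapped uniquely to each miRNA. The deposited values are expected counts, each the mean over all entries of the same mature miRNA, so that 39 of the 451 miRNAs have values that are not whole. They are not scaled for depth. The counts add up to 10.2 M reads in ESC, 21.3 M in R-NSCP1, 16.1 M in R-NSCP6 and 4.30 M in NPC, which is 31.4%, 54.7%, 48.7% and 11.9% of the sequence reads stated in the paper. Stages were compared on the counts as deposited, as in the paper, and as CPM, that is counts scaled to the same total in each library. Exact 95% Poisson intervals were computed for each count; they cover counting error only, since PCR reads without molecular identifiers are not independent molecules. The interval of a count of 0 reaches up to 3.69 reads.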

After mapping to the rhesus monkey miRBASE database, 451 of the 466 annotated rhesus miRNAs (∼97%) were detected with absolute reads of ≥1 in our study.

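The table holds 451 miRNAs with at least 1 read in at least 1 stage. A few miRNAs made up much of each library: the 5 most abundant took 41.4% of the miRNA reads in ESC, 44.4% in R-NSCP1, 42.1% in R-NSCP6 and 38.2% in NPC. Abundant throughout were miR-92a, of the miR-17-92 family of proliferating cells, with 143134 CPM in ESC, and miR-92b, with 56205 CPM in ESC and 168421 in R-NSCP6. The neural miRNA miR-9 was at 16039.7 CPM in ESC, 25993 in R-NSCP1, 34902 in R-NSCP6 and 16889 in NPC.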

To evaluate our miRNA sequencing quality, we compared the miRNA expression profile of ESCs with that reported in Sun *et al.*'s study.^20^ By Solexa sequencing, Sun *et al.* discovered total 352 annotated miRNAs in three lines of rESCs (including IVF3.2). 

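At least 1 read was present for 439 miRNAs in ESC, 436 in R-NSCP1, 417 in R-NSCP6 and 367 in NPC. The miRNAs of ESC range from the miR-302 cluster, with 22.2% of all miRNA reads, to the primate-specific C19MC cluster, with 1249 reads over 26 members.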

Here, we detected 451 miRNAs solely in ESCs from line IVF3.2. Apart from the 329 overlapping miRNAs in these two independent works, we detected additional 122 annotated miRNAs in rESCs. The full list of miRNA species was shown in Supplementary Table S7.

To find out the miRNAs prevalently expressed in each stage, the expression fold change between the highest reads count and the secondary highest reads count was calculated for each miRNA. miRNAs with the expression fold changes of ≥2 were considered as stage specifically over-represented. As a result, we identified 74, 59, 73, and 6 annotated miRNAs showing prevalent expression in ESC, R-NSCP1, R-NSCP6, and NPC, respectively (Supplementary Table S8). 

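On the read counts as deposited, 74 miRNAs were prevalent in ESC, 59 in R-NSCP1, 73 in R-NSCP6 and 6 in NPC. The ESC set held the miR-302 and miR-371-373 clusters, and the R-NSCP1 set held 9 of 14 members of the miR-17-92 family, which regulates proliferation. The R-NSCP6 set was mostly a single imprinted locus: 46 of 51 miRNAs of the DLK1-DIO3 cluster were prevalent in R-NSCP6, and 40 by CPM. In NPC, the prevalent miRNAs include miR-21 (56926 reads), miR-23a (21379) and miR-29b (3460), which are glial or growth-related miRNAs, and let-7b (19617). The NPC library had the fewest miRNA reads, though not the fewest sequenced reads, and the numbers depend on scaling. By CPM, 21 miRNAs were prevalent in R-NSCP1 and 43 in NPC. With TMM factors these were 28 and 52, and with DESeq2 size factors 17 and 61. Scaled to the sequenced reads stated in the paper, the counts of all stages stayed within 1.5 times those on the reads as deposited. Of the miR-17-92 family, 1 member was prevalent in R-NSCP1 by CPM, and 155 calls over all stages were shared by raw reads and CPM.

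**Figure D3:**
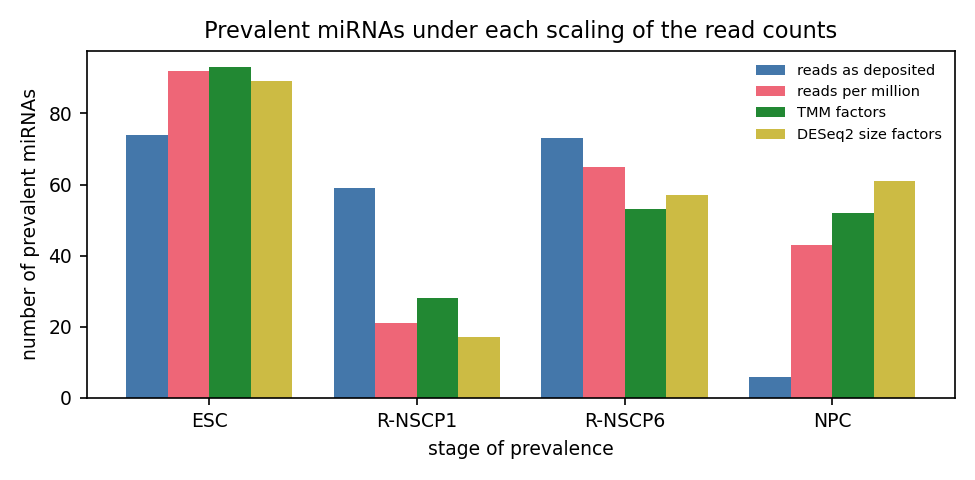
Number of miRNAs prevalent in each stage with the reads as deposited, as CPM, with TMM factors and with DESeq2 size factors. The bars for NPC stand at 6 with the reads as deposited and 43, 52 and 61 with the other scalings.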

Among the 74 ESC-prevalent miRNAs, 11 miRNAs were restrictively expressed in monkey ESCs. 

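The 11 miRNAs with reads in ESC alone had few reads, and 10 of them belong to the C19MC cluster, which is expressed in placenta and pluripotent cells. The highest were miR-512-5p with 99 reads (95% Poisson interval 80.5 to 120.5), miR-519a with 62 reads (47.5 to 79.5) and miR-518f with 35 reads (24.4 to 48.7). The lowest was miR-523a with 4 reads (1.09 to 10.2). Their absence elsewhere cannot be told from low depth for the lowest of them, above all in NPC, which had the fewest miRNA reads. With a minimum of 10 reads the number was 7, and with a minimum of 100 reads it was 0.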

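The miR-302 cluster, which maintains pluripotency, was at its highest in ESC with 932960 reads for miR-302d, 562981 for miR-302a, 464085 for miR-302b, 254374 for miR-302c and 47699 for miR-367. In R-NSCP1 these were 24.9-fold (miR-302a) to 64.9-fold (miR-367) lower, although the R-NSCP1 library had more reads in all. The cluster made up 0.334% of the miRNA reads in R-NSCP1. In the miR-371-373 cluster, miR-372 was at 20283 reads in ESC and 96 in R-NSCP1, miR-371-5p at 16940 and 64, miR-373 at 15328 and 54, and miR-371-3p at 814 and 4. All 9 were prevalent in ESC both on raw reads and by CPM.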

The well-known ESC-enriched miRNAs including miR-302a, miR-302b, miR-302c, miR-302d, miR-367, miR-371-5p, miR-371-3p, miR-372, and miR-373 were in our list, indicating the liability of our data. We then focused on those miRNAs with high expression in R-NSCP1 or R-NSCP6. 

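Over 10000 reads and over 3-fold were met by 8 miRNAs in R-NSCP1 and 8 in R-NSCP6. In R-NSCP1, miR-99b had the most reads (2252754, 3.98-fold over R-NSCP6), followed by miR-146b-5p (247013 reads), miR-135a (137160.5) and miR-20b (107856). These 4 were also prevalent by CPM, whereas miR-106a, miR-18b, miR-874 and miR-374a were under 2-fold on that scale. In R-NSCP6, miR-149 had the most reads (154996, 3.51-fold), and miR-409-3p (5.50-fold) and miR-381 (5.01-fold) the largest folds. The R-NSCP6 miRNAs miR-410, miR-654-3p, miR-409-3p, miR-381, miR-889 and miR-758 are members of the DLK1-DIO3 cluster, and 7 of the 8 were prevalent by CPM, the exception being let-7e.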

Table 3 presents the top miRNAs with the reads count of >1.0 × 10^4^ and fold change of >3.0 in R-NSCP1 or R-NSCP6.

**Table 3.** Highly expressed miRNAs in r-NSCP1 and r-NSCP6 in rhesus monkey

miRNAs	ESC	R-NSCP1	R-NSCP6	NPC	Mature_sequences
R-NSCP1 prevalent					
miR-99b	212,869	2,252,754	566,306	102,551	CACCCGTAGAACCGACCTTGCG
miR-146b-5p	22,717	247,013	61,668	10,987	TGAGAACTGAATTCCATAGGCT
miR-135a	2,711	137,160.5	33,916	8,194	TATGGCTTTTTATTCCTATGTGA
miR-20b	24,368	107,856	21,182	658	CAAAGTGCTCATAGTGCAGGTAG
miR-106a	17,754	58,830	13,913	438	AAAAGTGCTTACAGTGCAGGTAGC
miR-18b	8,136	29,118	6,400	108	TAAGGTGCATCTAGTGCAGTTAG
miR-874	4,928	15,527	4,540	717	CTGCCCTGGCCCGAGGGACCGA
miR-374a	2,796	12,882	3,576	1,500	TTATAATACAACCTGATAAGTG
R-NSCP6 prevalent					
miR-149	5,779	44,126	154,996	17,501	TCTGGCTCCGTGTCTTCACTCCC
miR-410	9,507	15,214	55,897	74	AATATAACACAGATGGCCTGT
miR-654-3p	2,936	15,011	49,798	48	TATGTCTGCTGACCATCACCTT
let-7e	1,908	16,231	48,955	7,494	TGAGGTAGGAGGTTGTATAGTT
miR-409-3p	4,325	7,020	38,577	55	GAATGTTGCTCGGTGAACCCCT
miR-381	5,215	5,655	28,323	21	TATACAAGGGCAAGCTCTCTGT
miR-889	741	4,268	15,327	18	TTAATATCGGACAACCATTGT
miR-758	988	2,422	10,903	10	TTTGTGACCTGGTCCACTACCC

miRNAs regulate gene expression at the post-transcriptional level. We then examined the possible regulatory interactions among these stage-prevalent miRNAs, mRNAs, and signalling pathways. We first looked at the expression dynamics of well-known Lin28-let7 regulatory axis. RNA-binding protein Lin28 represses the maturation of pre-let7 precursor. Down-regulation of Lin28 mRNA is accompanied with up-regulation of let-7 miRNA family, and this regulatory axis dynamics is required for ESC differentiation as well as commitment to neural fate.^47^ Indeed, our expression data clearly showed the gradual decrease in Lin28B expression from ESCs to R-NSCP6. 

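LIN28B was at 67.1 FPKM in ESC, 25.5 in R-NSCP1, 2.83 in R-NSCP6 and 0.0132 in NPC. It was thus 2.63-fold lower in R-NSCP1 than in ESC and a further 9.02-fold lower in R-NSCP6. Targets of let-7 were lower in R-NSCP6: of 8 genes, LIN28A and LIN28B among them, none was higher in R-NSCP6 than in R-NSCP1, 5 were at least 2-fold lower, and their median log2 ratio was -1.20 (percentile 0). Between ESC and R-NSCP1 they were mixed, with HMGA2 at 34.3 and 123 FPKM and IGF2BP3 at 120.2 and 72.6 FPKM.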

Inversely, the expression levels of most Let-7 family members (let-7a, 7c, 7e, 7f, 7g, and miR-98) increase gradually from ESC to R-NSCP6 (Fig. 4A).

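On the deposited reads, 6 of 9 let-7 family members were higher in R-NSCP1 than in ESC and all 9 were higher in R-NSCP6 than in R-NSCP1. The 6 are let-7a (9926 reads in ESC, 16304 in R-NSCP1 and 132966 in R-NSCP6), let-7c (4557, 24486 and 83558), let-7e (1908, 16231 and 48955), let-7f (9603.5, 10312.5 and 108662), let-7g (3069, 8682 and 67408) and miR-98 (917, 1402 and 16564). The other members let-7b, let-7d and let-7i had fewer reads in R-NSCP1 than in ESC. By CPM, all 9 were again higher in R-NSCP6 than in R-NSCP1, by at least 2-fold, but from ESC to R-NSCP1 only let-7c, let-7e and let-7g were higher, and TMM and DESeq2 factors also gave 3. The family took 0.459% of the miRNA reads in ESC, 0.395% in R-NSCP1, 3.40% in R-NSCP6 and 8.02% in NPC. The paper relates these opposite courses to the known regulation of let-7 maturation by Lin28, a regulatory axis that it describes as required for ESC differentiation and commitment to neural fate.

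**Figure D4:**
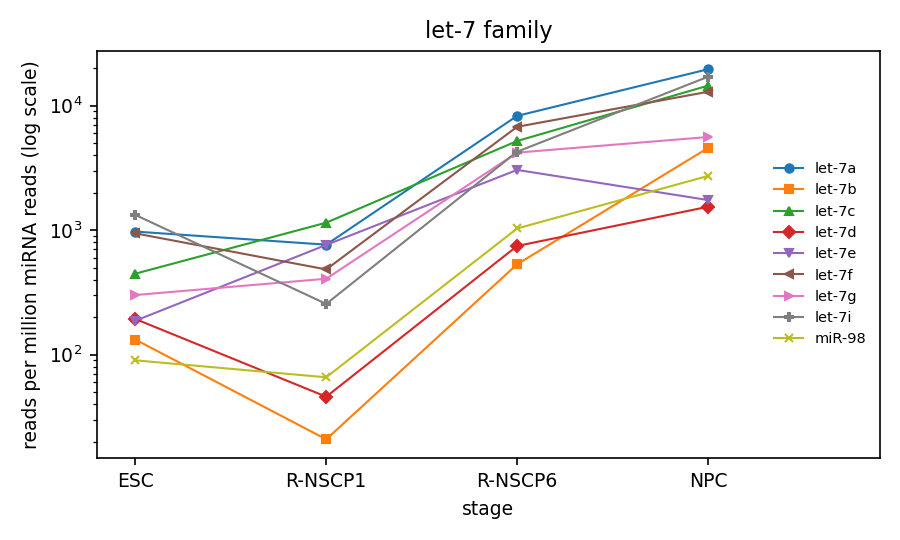
CPM of the 9 let-7 family members in the 4 stages, on a log scale, each line 1 miRNA. From ESC to R-NSCP1, 3 of the lines go up and 6 go down, whereas all 9 are higher in R-NSCP6 than in R-NSCP1; with reads as deposited, 6 go up at the earlier step.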

**Figure 4.**
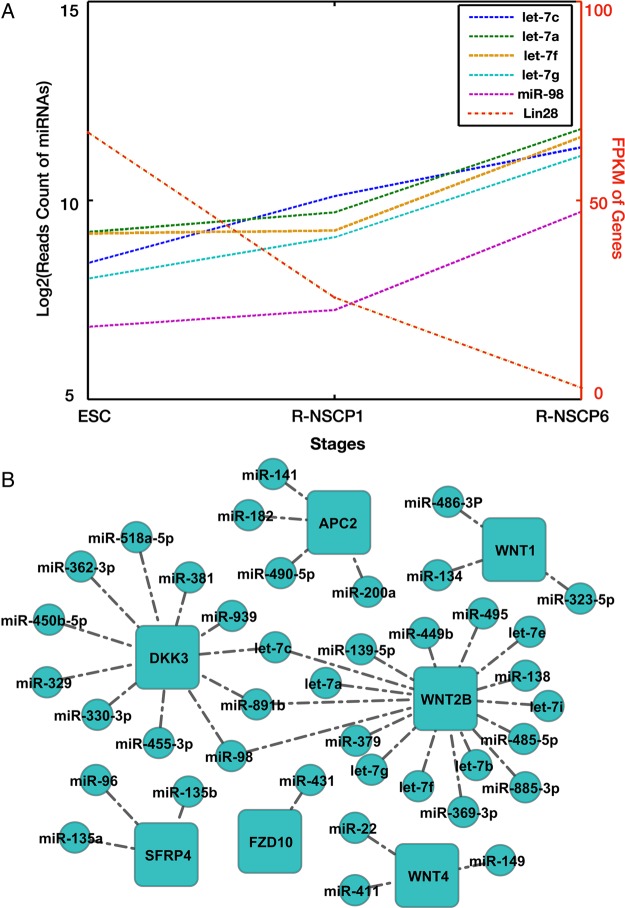
miRNAs and their target genes. (A) Expression patterns of Lin28 and its regulating miRNAs. (B) Wnt signalling pathway and potential miRNAs regulators.

As mentioned above, Hh and Wnt signalling pathways were highly activated in R-NSCP1 but suppressed in R-NSCP6, we then asked whether there were R-NSCP1- or R-NSCP6-prevalent miRNAs implicated in regulating the pathways. 

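From R-NSCP1 to R-NSCP6, 16 of 39 Hedgehog pathway genes were at least 2-fold lower and 3 at least 2-fold higher, with a median log2 ratio of -0.50 (percentile 0.060). Of the Wnt pathway genes, 25 of 108 were at least 2-fold lower and 11 at least 2-fold higher, with a median log2 ratio of -0.21 (percentile 0.830). The Wnt ligands had a median log2 ratio of -1.03 and the Wnt target genes of -1.63, with 7 of 10 targets at least 2-fold lower, such as DKK1 (4.74 and 0.169 FPKM). Hedgehog target genes went the other way in part: GLI1, which the pathway induces, was at 2.42 FPKM in R-NSCP1 and 11.4 in R-NSCP6, and the ventral factor NKX6-1 was at 0.477 and 3.31 FPKM. These directions were the same with upper-quartile, median-of-ratios and library-sum scaling for the 4 medians. The medium held SHH at both stages, at a higher dose after the first passage, with FGF8 first and Dll4 and Jagged-1 later. Cells were picked rosettes in R-NSCP1 and the whole dish in R-NSCP6. For all of these lists and genes, stage, medium and collection thus cannot be told apart.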

The *in vivo* activities of Hh and Wnt are tightly controlled at multiple levels by variable positive as well as negative regulators. The important regulators of Hh signalling include Gas1, Ptch1, Sufu, and Gli3.^48,49^ Sufu and Ptch1 maintained stable mRNA expression during the six passages of R-NSCs, whereas Gas1 and Gli3 significantly down-regulated their expression when R-NSCs were passed into the sixth generation. 

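Between R-NSCP1 and R-NSCP6, SUFU, a repressor of GLI proteins, was at 9.84 and 8.71 FPKM, and PTCH1, the Hedgehog receptor, was at 11.0 and 6.88 FPKM, neither of them 2-fold apart. GAS1 was 2.59-fold lower in R-NSCP6 and GLI3 was 3.71-fold lower. PTCH1 was highest in NPC, with 36.0 FPKM.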

We thus focused on Gas1 and Gli3 to search for their potential regulating miRNAs. To do this, we set the following criteria that the candidate miRNAs should pass through the combinatorial miRNA-target predictions (see Section 2) and display inverse expression pattern during the passage of R-NSCs. Similarly, we examined the expression dynamics of Wnt pathway components during the process of R-NSC passage. Several components of the Wnt pathway displayed drastic expression change between R-NSCP1 and R-NSCP6. These include ligands WNT1, WNT2B, WNT4, WNT8B, receptor FZD10, and three Wnt antagonists DKK3, SFRP4, and APC2. 

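Of these 8 components, 4 were at least 2-fold lower in R-NSCP6 than in R-NSCP1, 3 were at least 2-fold higher and WNT8B was 1.60-fold lower, with 154 FPKM in R-NSCP1 and 96.0 in R-NSCP6. WNT2B was 3.51-fold lower in R-NSCP6, while WNT1 was at 0.100 FPKM there and WNT4 and FZD10 lower still, so that their folds of 73.2, 459.6 and 991 rest on values near 0. The antagonists were all higher in R-NSCP6: DKK3 was at 19.9 FPKM in R-NSCP1 and 45.9 in R-NSCP6, SFRP4 at 1.90 and 10.6 FPKM, and APC2 at 5.63 and 24.6 FPKM. DKK3 was higher still in NPC, with 187 FPKM.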

Of note, APC2 is a CNS-specific negative regulator of Wnt signalling.^50^ We searched for their potential regulating miRNAs. Figure 4B summarizes the predicted miRNAs having potential in modulating Wnt signalling intensity in R-NSCs. 

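The miRNAs miR-495, miR-383 and miR-654-5p were all prevalent in R-NSCP6, both on raw reads and by CPM. From R-NSCP1 to R-NSCP6, miR-495 was at 650 and 1506 reads (95% Poisson intervals 601 to 702 and 1431 to 1584), miR-383 at 142 and 425 reads, and miR-654-5p at 247 and 1052 reads. In NPC, they had 2, 5 and 2 reads. miR-495 and miR-654-5p are members of the DLK1-DIO3 cluster.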

In the Hh signalling pathway, we detected mir-495 and mir-383 for Gas1 and mir-654-5P for Gli3.

## 4. Discussion

R-NSCs represent an early stage of neural development. Their broad neural differentiation and regional specification potentials made them attractive in cell replacement therapy. However, little is known regarding the mechanisms regulating their full neural differentiation potential. Studying the underlying molecular regulators would shed lights on their potential utilization in regenerative medicine. To our knowledge, few works had been done to systematically investigate the molecular properties of R-NSCs. By microarray analysis, Elkabetz *et al.*^9^ compared the gene expression profile of R-NSCP1 with that of NPC and identify a list of R-NSCP1-specific genes. However, due to the discrete neural differentiation stage and wide gap between R-NSCP1 and NPC, the genes highly expressed in R-NSCP1 may not be *bona fide* R-NSCP1-specific. To overcome this shortcoming, we included R-NSC at passage 6 (R-NSCP6) along with R-NSCP1 and NPC in this study. When compared with R-NSCP1, R-NSCP6 lost the morphological rosette feature as well as partial neural regionalization abilities and therefore served as transition between R-NSCP1 and NPC. Inclusion of R-NSCP6 in our experimental design could trim off the molecules not *bona fide* unique to R-NSCP1 and therefore increased the likelihood for identification of molecular regulators of R-NSCP1 functions. Indeed, many of the R-NSCP1-specific genes identified in Elkabetz *et al.*'s study were not included in our list.^9^ For instance, PLAGL1, DACH1, PLZF, NR2F1, ZNF312, LIX1, LMO3, DMRT3, FAM70A, EVI1, MMRN1, RSPO3, EMX2OS, and LEF1 were top 14 R-NSCP1-specific genes in Elkabetz's work.^9^ However, only PLZF was verified to be truly R-NSCP1 prevalent in this study (Supplementary Fig. S5). 

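Of 12 of these genes, EMX2 taken in place of its antisense transcript EMX2OS, 1 was prevalent in R-NSCP1, 3 in R-NSCP6 and none in ESC or NPC. ZBTB16, which encodes the rosette marker PLZF, was at 10.9 FPKM in R-NSCP1, 1.76 in R-NSCP6, 0.322 in NPC and 0.162 in ESC, 6.22-fold over the second highest stage. The R-NSCP6-prevalent genes were NR2F1 (61.9 FPKM in R-NSCP1 and 239 in R-NSCP6), DMRT3 (13.7 and 46.3) and RSPO3 (LOC712288, 72.0 and 281). All 12 were at least 2-fold higher in R-NSCP1 than in ESC. FEZF2, the current name of ZNF312, has a row but is not counted among the 12, and was at 31.9 FPKM in R-NSCP1 and 61.4 in R-NSCP6.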

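Between R-NSCP1 and R-NSCP6, PLAGL1 (19.5 and 19.7 FPKM), DACH1 (31.5 and 38.2), LEF1 (16.8 and 20.7) and LIX1 (LOC700619, 15.8 and 15.8) differed by less than 2-fold. MMRN1 was at 21.6 FPKM in R-NSCP1, 3.93 in R-NSCP6 and 15.3 in NPC. LMO3 (LOC701893) was at 14.0, 10.1 and 12.9 FPKM in the same stages, and MECOM, the gene of EVI1, at 18.1, 12.5 and 0.0306. Of 12 R-NSC genes that leave out FEZF2, 9 were at least 2-fold lower in NPC than in R-NSCP1, and the exceptions were LMO3, MMRN1 and NR2F1; FEZF2 was at 0.116 FPKM in NPC and so also lower.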

Others were equally (e.g. PLAGL1, DACH1, LEF1) or even increasingly (e.g. NR2F1 and DMRT3) expressed in R-NSCP6 compared with R-NSCP1, although their abundance in R-NSCP1 was significant higher than that in NPC (Supplementary Fig. S5). Thus, our ESC neural differentiation system provided a better platform to study the molecular properties of R-NSCs. Furthermore, we utilized high-throughput deep sequencing instead of microarray-based approaches for systemic analysis. Deep sequencing has the advantage over microarray in discovery of novel genes or miRNAs without bias and therefore can largely broaden our knowledge on the regulation of monkey ESC neural differentiation.

Rhesus monkey is considered as a better non-primate animal model than mouse in biomedical research. Comparison of our data with human PSC neural differentiation supported that the expression patterns in ESC neural differentiation are similar between human and rhesus monkeys. For example, Wu *et al.*^51^ applied high-throughput deep sequencing to analyse the transcriptome changes that occur during the differentiation of human ESCs into the neural lineage. Many common gene signatures enriched for Wnt and Hedgehog signalling pathways are shared between human and rhesus (WNT1, WNT4, NKD1, etc.) in these two studies. 

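All 69 genes shared with the mouse signatures have a row, and 18 were prevalent in R-NSCP1 and 51 in R-NSCP6. The paper took the 69 from its own R-NSC-prevalent genes, so this result was fixed by their selection. Of the symbols, 1 also has a row prevalent in ESC. Among the examples, COL4A6, SPOCK1 and the receptor gene TNFRSF19 belong to the R-NSCP1 group. NR2F2 (40.0 FPKM in R-NSCP1 and 141 in R-NSCP6), FBXW5 (15.0 and 44.7) and RAB3A (4.63 and 25.3) belong to the R-NSCP6 group. The mouse data were not analysed here.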

We also compared the most important gene signatures in mouse ESC neural differentiation^52^ with our R-NSC-prevalent genes and found that the many of the gene signatures (69 of 539 rhesus mouse ortholog pairs from rhesus R-NSCP-prevalent genes; Supplementary Table S9) are conserved in the neural differentiation process, such as COL4A6, SPOCK1, TNFRSF19, FBXW5, HES6, LHX2, NR2F1, NR2F2, and RAB3A (Tables 1 and 2). However, there exist species-specific genes. For example, Wnt3a and Wnt5b might be mouse-specific, while Wnt2b is active in rhesus monkey. These comparisons between species to derive the conserved and divergent genes/pathways will be of critical importance in building suitable animal models for human diseases.

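In these libraries, WNT3A was at 4.12 FPKM in R-NSCP1 and 5.02 in R-NSCP6 and was listed at 0 in ESC and NPC. WNT5B (LOC721685) was at 8.91 FPKM in R-NSCP1, 2.83 in ESC, 1.93 in R-NSCP6 and 0.565 in NPC, which made it prevalent in R-NSCP1. WNT2B was above the limit of 3 FPKM in both R-NSC stages and was listed at 0 in NPC.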

In summary, by whole-genome comparison of mRNA and miRNA expression profiles, we identified a set of mRNAs, miRNAs, and signalling pathways exclusively or prevalently expressed/activated in R-NSCP1 or R-NSCP6. The possible regulatory interactions between mRNAs and miRNAs were also discussed. These molecules or signalling pathways could participate in the control of the full neural specification and differentiation potentials of R-NSCs, and their exact roles await future investigation.

## 5. Availability

The mRNA-seq and miRNA-seq data sets are available at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=qpshkseilzclvwv&acc=GSE53260 and via GEO (accession GSE53260).

## Supplementary data

Supplementary data are available at www.dnaresearch.oxfordjournals.org.

## Funding

This work was supported by the National Key Basic Research Program of China (grant number 2011CBA01101).

## Supplementary Material

Supplementary Data

# Supplementary material for: mRNA-Seq and MicroRNA-Seq Whole-Transcriptome Analyses of Rhesus Monkey Embryonic Stem Cell Neural Differentiation Revealed the Potential Regulators of Rosette Neural Stem Cells
**Source:** DNA Res. 2014 Jun 17;21(5):541–54. doi: 10.1093/dnares/dsu019
**Supplement:** Supplementary Data

mRNA-Seq and MicroRNA-Seq Whole-Transcriptome Analyses of Rhesus Monkey Embryonic Stem Cell Neural Differentiation Revealed the Potential Regulators of Rosette Neural Stem Cells — Supplementary Data 

# mRNA-Seq and MicroRNA-Seq Whole-Transcriptome Analyses of Rhesus Monkey Embryonic Stem Cell Neural Differentiation Revealed the Potential Regulators of Rosette Neural Stem Cells

## Supplementary Data

Supplementary Data

**Files in this Data Supplement:**

- Supplementary Figure 1 - pdf file
- Supplementary Figure 2 - pdf file
- Supplementary Figure 3 - pdf file
- Supplementary Figure 4 - pdf file
- Supplementary Figure 5 - pdf file
- Supplementary Table 1and2 - doc file
- Supplementary Table 3 - xls file
- Supplementary Table 4 - xls file
- Supplementary Table 5 - xls file
- Supplementary Table 6 - xls file
- Supplementary Table 7 - xls file
- Supplementary Table 8 - xls file
- Supplementary Table 9 - xls file

# Supplementary material for: mRNA-Seq and MicroRNA-Seq Whole-Transcriptome Analyses of Rhesus Monkey Embryonic Stem Cell Neural Differentiation Revealed the Potential Regulators of Rosette Neural Stem Cells
**Source:** DNA Res. 2014 Jun 17;21(5):541–54. doi: 10.1093/dnares/dsu019
**Supplement:** Supplementary Data

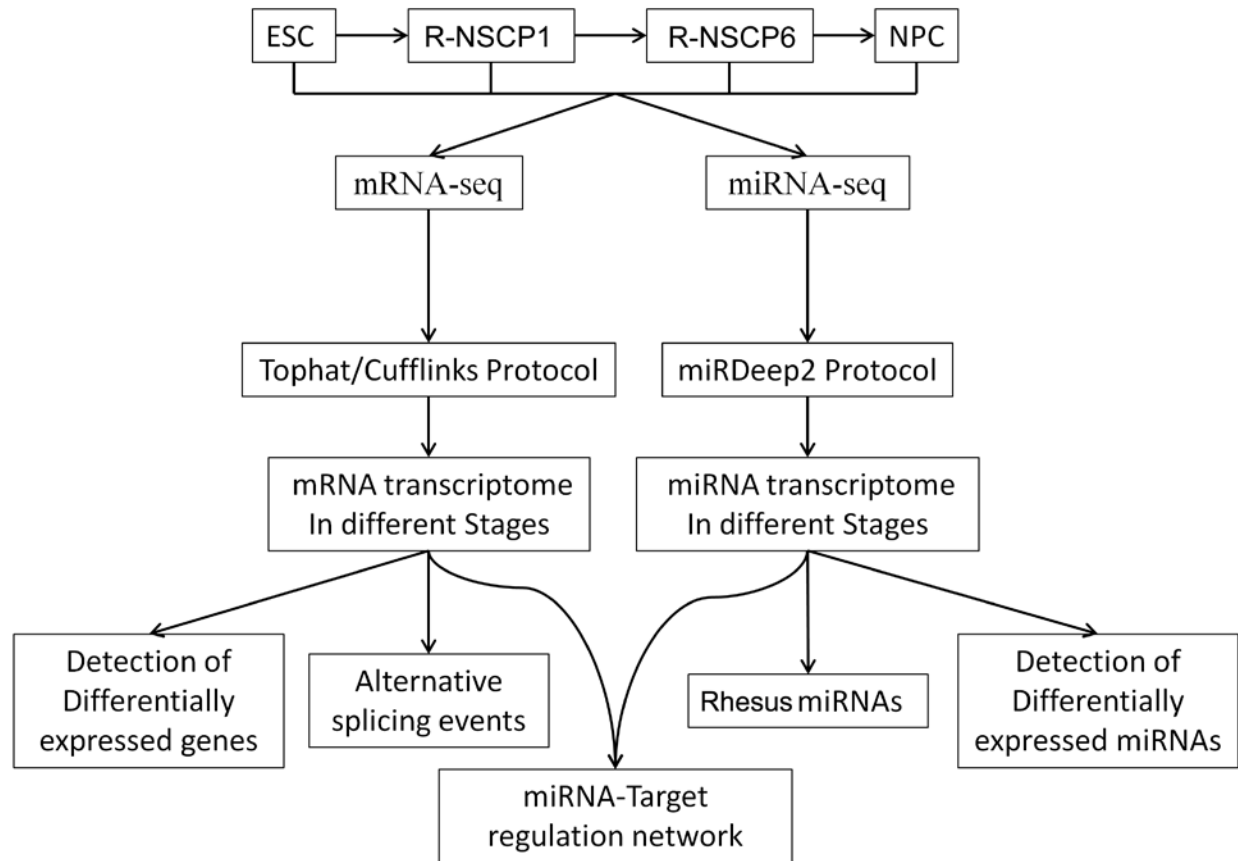

Supplementary Figure S1. Study design. We performed parallel genome-wide analysis of mRNA and miRNA expression profiling in four stages from rhesus monkey ESC neural differentiation, including ESCs, R-NSCP1, R-NSCP6, and NPC.

# Supplementary material for: mRNA-Seq and MicroRNA-Seq Whole-Transcriptome Analyses of Rhesus Monkey Embryonic Stem Cell Neural Differentiation Revealed the Potential Regulators of Rosette Neural Stem Cells
**Source:** DNA Res. 2014 Jun 17;21(5):541–54. doi: 10.1093/dnares/dsu019
**Supplement:** Supplementary Data

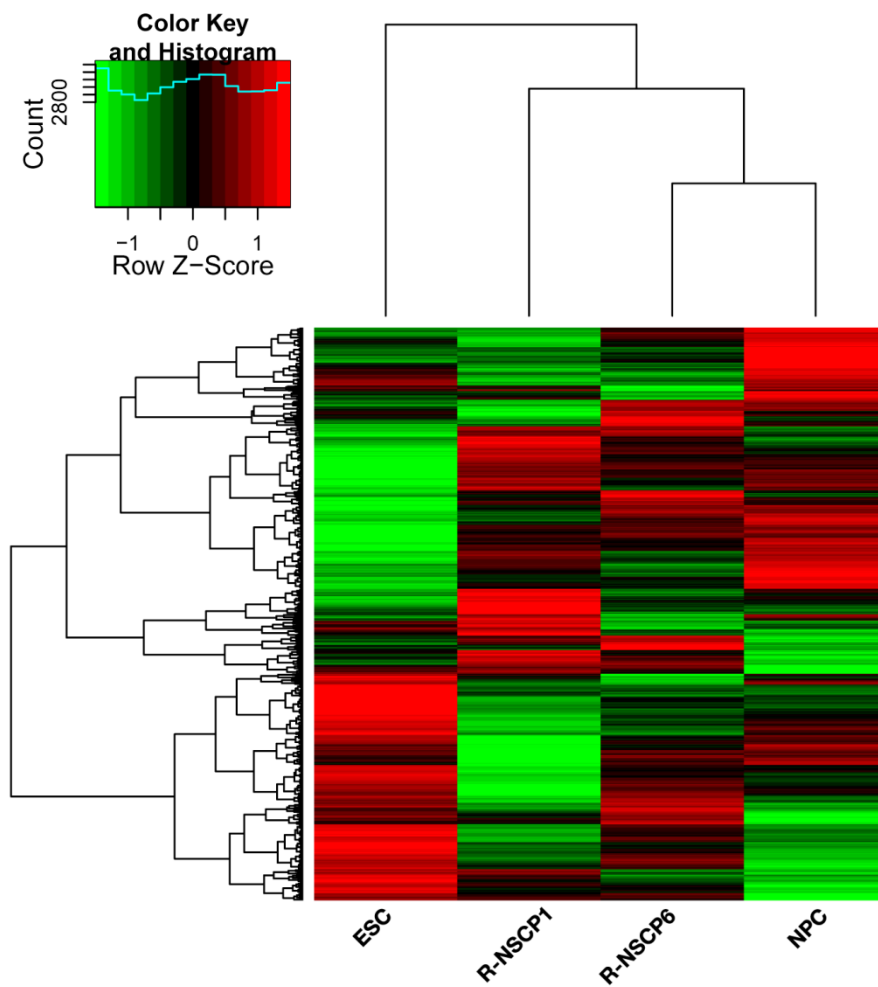

Supplementary Figure S2. Hierarchical clustering of mRNA expression profiling in four stages. In the plot, rows represent genes while columns are stages.

# Supplementary material for: mRNA-Seq and MicroRNA-Seq Whole-Transcriptome Analyses of Rhesus Monkey Embryonic Stem Cell Neural Differentiation Revealed the Potential Regulators of Rosette Neural Stem Cells
**Source:** DNA Res. 2014 Jun 17;21(5):541–54. doi: 10.1093/dnares/dsu019
**Supplement:** Supplementary Data

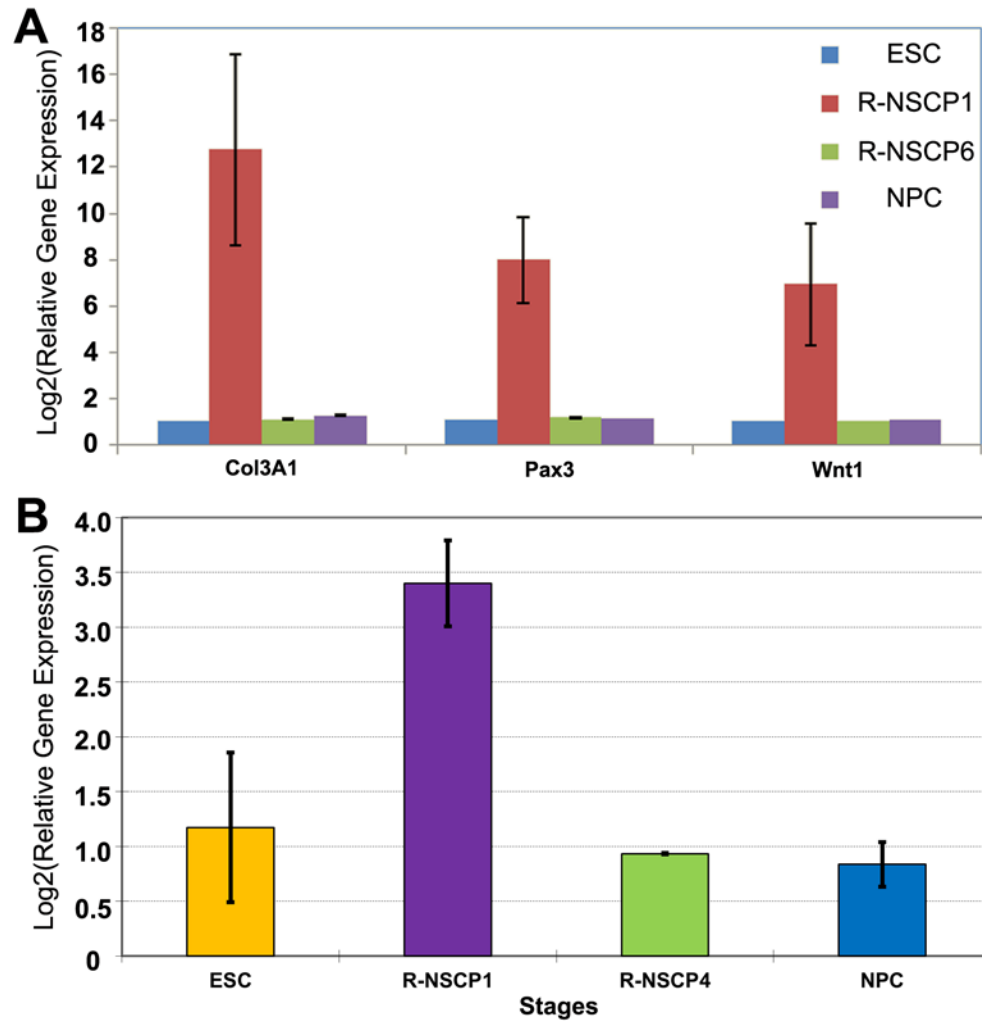

Supplementary Figure S3. Validation of signature genes using qRT-PCR. Panel (A) indicates Expression profiles for PAX3, Col3A1, and WNT1 in ESCs, R-NSCP1, R-NSCP6, and NPC. Panel (B) is the qRT-PCR results for gene AXIN2 during in ESCs, R-NSCP1, R-NSCP4, and NPC. R-NSCP4 is defined as the fourth passage of rosettes culture, which is similar to R-NSCP6.

# Supplementary material for: mRNA-Seq and MicroRNA-Seq Whole-Transcriptome Analyses of Rhesus Monkey Embryonic Stem Cell Neural Differentiation Revealed the Potential Regulators of Rosette Neural Stem Cells
**Source:** DNA Res. 2014 Jun 17;21(5):541–54. doi: 10.1093/dnares/dsu019
**Supplement:** Supplementary Data

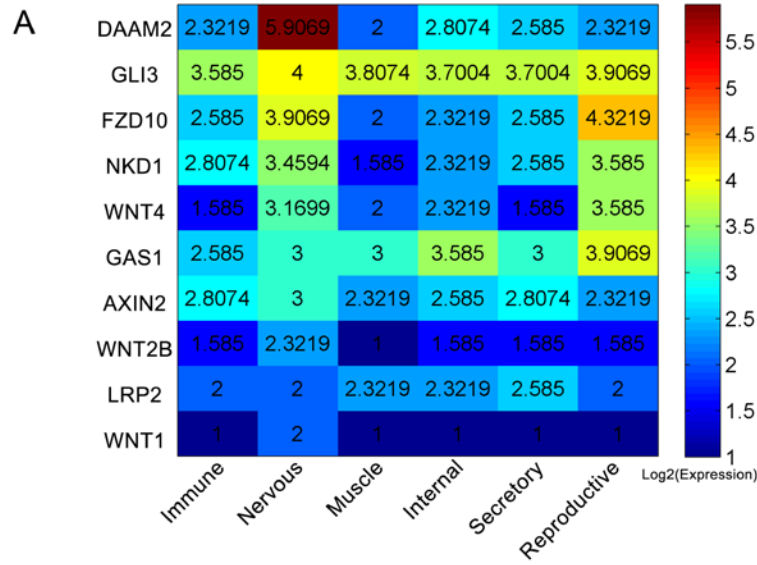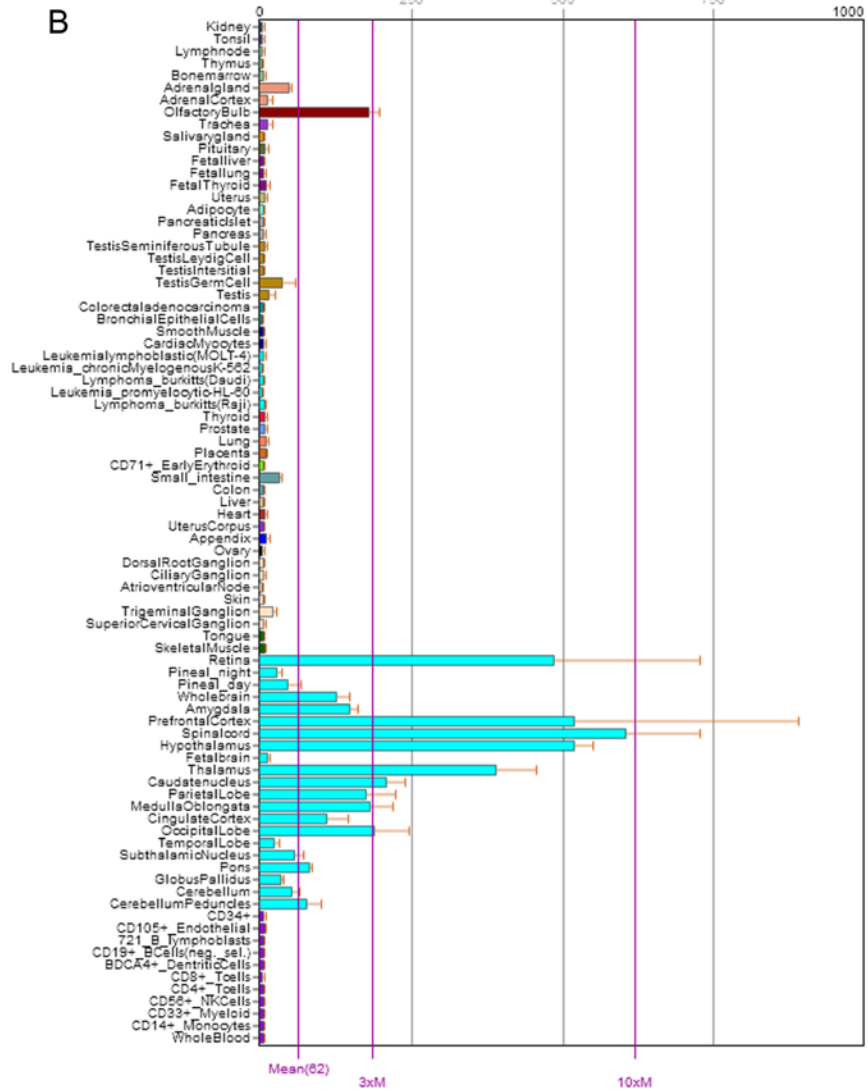

Supplementary Figure S4. Expression patterns of gene signatures in Hedgehog and Wnt signaling pathways in human tissues. (A) Heatmap plot of expression

levels of gene signatures involved in Hedgehog and Wnt signaling pathways in six human systems, including Immune, Nervous, Muscle, Internal, Secretory, and

Reproductive organs. **(B)** Gene DAAM2 (dishevelled associated activator of morphogenesis 2) belongs Wnt signaling pathway and is an R-NSC prevalent gene

signature. The figure shows that the gene is predominantly expressed in human neural tissues.

# Supplementary material for: mRNA-Seq and MicroRNA-Seq Whole-Transcriptome Analyses of Rhesus Monkey Embryonic Stem Cell Neural Differentiation Revealed the Potential Regulators of Rosette Neural Stem Cells
**Source:** DNA Res. 2014 Jun 17;21(5):541–54. doi: 10.1093/dnares/dsu019
**Supplement:** Supplementary Data

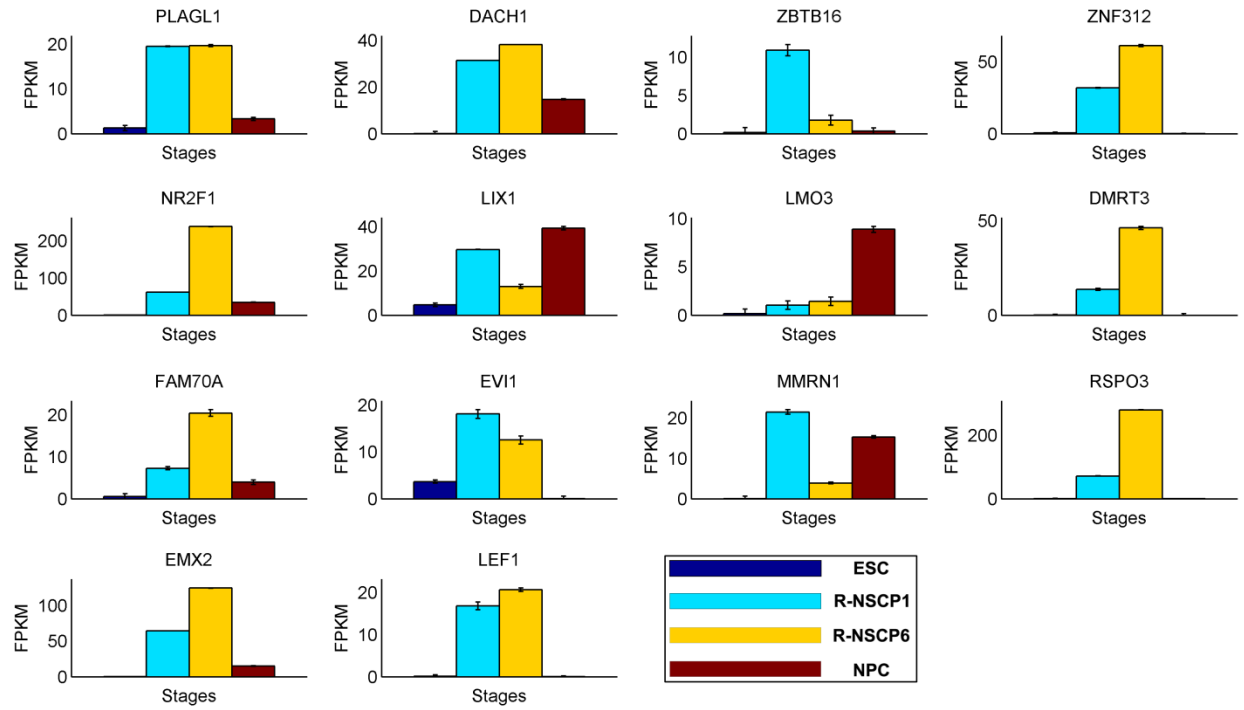

Supplementary Figure S5. Expression patterns of orthologs of human R-NSCP1 marker genes in rhesus monkey ESC neural differentiation.

# Supplementary material for: mRNA-Seq and MicroRNA-Seq Whole-Transcriptome Analyses of Rhesus Monkey Embryonic Stem Cell Neural Differentiation Revealed the Potential Regulators of Rosette Neural Stem Cells
**Source:** DNA Res. 2014 Jun 17;21(5):541–54. doi: 10.1093/dnares/dsu019
**Supplement:** Supplementary Data

**Table S1. Antibodies used in neural differentiation study.**

| Antibody | Source | Dilution |
| --- | --- | --- |
| Oct4 | SantaCruz | 1:100 |
| ZO-1 | BD-BioScience | 1:100 |
| Sox2 | Abcam | 1:100 |
| Nestin | Millipore | 1:500 |
| Dach1 | SantaCruz | 1:100 |
| PLZF | SantaCruz | 1:100 |
| Forse1 | DSHB | 1:75 |
| N-cad | Sigma | 1:100 |
| En1 | Abnova Corporation | 1:50 |
| HB9 | DSHB | 1:50 |
| β3-tublin | Abcam | 1:400 |
| Msx1 | DSHB | 1:50 |
| Nkx2.2 | DSHB | 1:100 |
| S100b | BD-BioScience | 1:1000 |
| GFAP | SantaCruz | 1:100 |
| O4 | Millipore | 1:100 |
| TR-goat-anti-mouse IgG1 | SantaCruz | 1:200 |
| FITC-goat-anti-mouse IgG | SantaCruz | 1:200 |
| FITC-goat-anti-mouse IgM | SantaCruz | 1:200 |
| TR-goat-anti-rabbit IgG | SantaCruz | 1:200 |
| FITC-goat-anti-rabbit IgG | SantaCruz | 1:200 |
| FITC-goat-anti-mouse IgG2a | SantaCruz | 1:200 |
| FITC-goat-anti-mouse IgG2b | SantaCruz | 1:200 |

**Table S2. PCR primers and condition for qRT-PCR.**

| **Genes** | **Primer sequences** | **Annealing temp** | **Products** | **cycles** |
| --- | --- | --- | --- | --- |
| **GAPDH** | 5′-AACATCATCCCTGCCTCTAC-3′ | 55℃ | 236bp | 30 |
| 5′-GACGCCTGCTTCACTACC-3′ |
| **Axin2** | 5′-ATGCGTGGATACCTTAGACTTC-3′ | 55℃ | 188bp | 35 |
| 5′-TCTGCTGCTTCTTGATGCC-3′ |
| **Pax3** | 5' GAG GCC CGA GTA CAG GT 3' | 55℃ | 125bp | 35 |
| 5' GTC GGC ATG GCA GTG G 3' |
| **Col3a1** | 5' GGC AAA GAT GGA ACC AGT 3' | 55℃ | 166bp | 35 |
| 5' CAG CGG CTC CAA CAC C 3' |
| **Wnt1** | 5' ACC TGG GGA CTC CTC AAA CC 3' | 58℃ | 150bp | 35 |
| 5' CCC ATC CTT CTC CCA CCT 3' |

How the deposited data were processed for this re-analysis (not part of the article)

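The study followed 4 stages of neural differentiation of the rhesus ESC line IVF3.2, namely ESC, R-NSCP1, R-NSCP6 and NPC, with 1 mRNA library and 1 miRNA library per stage, 8 libraries in all. Each library was made from a sample pooled over many repeats, so biological and technical variation between cultures was not measured.

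For mRNA, the authors mapped paired-end reads to the MMUL_1.0 assembly with TopHat and default settings, and estimated FPKM for UCSC known genes with Cufflinks 2.0.2. The version of TopHat is 2.0.6 in the methods and 2.0.5 in the submitters' processing notes, which also name Bowtie 0.12.8.0. Whether the FPKM values were scaled further between libraries is not given in the sources used here. Counts behind the FPKM values were not used here, so the precision of a single FPKM is unknown, and a value of 0 has no known limit of detection. Values listed at 0 numbered 201 in ESC, 110 in R-NSCP1, 161 in R-NSCP6 and 208 in NPC. For small RNA, the authors trimmed the adaptors, aligned the reads to the rhesus miRNAs of miRBase release 19 with Bowtie 2.0.2 and deposited expected counts, which are the mean over all entries of the same mature miRNA and are not scaled for depth.

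Gene symbols were used as deposited. For 128 symbols that stand for more than 1 row, the row of highest mean value was taken in gene lists and a symbol was counted once as prevalent. LOC symbols were named from a table of rhesus genes made for a later assembly, T2T-MMU8v2.0, and where a name in a list had no row of its own, the row of its LOC symbol was taken.

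A gene was expressed with an FPKM of at least 3 in at least 1 stage, and prevalent in a stage with an FPKM of at least 3 that was at least 2 times the second highest value. It was exclusive to the stage if the other values were under 3. A miRNA was prevalent with at least 3 reads and at least 2 times the second highest count. These rules were taken from the paper and its supplementary tables, whose values had been seen. Distances between stages were 1 minus the Pearson correlation of log2(FPKM + 1), with average linkage. No test was made between stages, since each had 1 library.

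Gene lists were written by hand from general knowledge before the data were examined, though the paper's supplementary tables had been seen. Other lists hold genes the paper names. Those of R-NSCP1 genes, R-NSCP6 genes and changed Wnt components were picked from these libraries and are not independent evidence. The NSC markers are named in the paper as known markers, and the R-NSC genes of the earlier study come from that study. Each list was described by the number of prevalent members, by the number expected if its members were drawn from all expressed genes, and by the median log2 ratio of FPKM + 1 between stages. Percentiles refer to 10000 random lists drawn from the expressed genes and matched on mean expression in 20 bins, for lists of at least 5 genes. Named genes and miRNAs were those the paper names, the 10 prevalent ones per stage with the largest fold (at least 20 FPKM or 1000 reads), and up to 6 members of each list with the highest values in the stage described. Some members outside this rule are named as contrasts, such as GAPDH, SMO, SFRP1 and LGR5, and were chosen after their values were seen.

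Poisson intervals of 95% were exact and cover counting error only. For the TMM factors of edgeR 4.0.16 and the size factors of DESeq2 1.42.0 in R 4.3.3, the 39 miRNAs with values that are not whole were rounded. The other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The rules were tested on simulated data: 98% of genes with a 3-fold difference and 100% with a 5-fold difference were called in the right stage, and none with a 1.5-fold difference or no difference. The simulated values had little noise and no scale difference between libraries when genes were called. The result thus checks the working of the rules and gives no error rate for the real calls. Of random lists of 20 genes with no difference, 6.5% lay outside percentiles 2.5 to 97.5.

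Alternatives were upper-quartile, median-of-ratios and library-sum scaling of FPKM, other minimum values, folds and pseudocounts, and other distances. For miRNAs, they were CPM, TMM and DESeq2 factors, and scaling to the sequenced reads stated in the paper. A correction for GC content and gene length was planned and not run. Splicing, unannotated transcripts, target predictions, quantitative PCR and immunostaining were not analysed here. Single values of a few genes of the lists are not reported here.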

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

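Both tests of the DLK1-DIO3 cluster in this part were chosen after the result was seen.

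The paper does not discuss the miRNA clusters C19MC and DLK1-DIO3 as such, or miR-143, and each has reads above the 3.69 that the interval of a count of 0 reaches. The C19MC cluster, a primate-specific cluster expressed in placenta and pluripotent cells, had 1249 reads in ESC, 107 in R-NSCP1, 2 in R-NSCP6 and 0 in NPC over 26 members. The DLK1-DIO3 cluster, an imprinted locus active in developing brain, had 395380 reads in R-NSCP6, 92674 in ESC, 111943 in R-NSCP1 and 661 in NPC over 51 members. miR-143, a miRNA of smooth muscle and mesenchymal cells, had 132611 reads in ESC, 24182 in R-NSCP1, 238 in R-NSCP6 and 236 in NPC. The ESCs were grown on mouse embryonic fibroblasts, and a share of feeder cells in these reads was not tested. Members of the clusters appear in the tables of the paper as single miRNAs.

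The DLK1-DIO3 cluster was nearly absent from NPC, the library with the fewest miRNA reads. A lower read total does not account for this, since the median log2 ratio of CPM from R-NSCP6 to NPC over the 51 miRNAs was -7.42. The mRNA of DLK1, which lies in the same imprinted locus, was also lower in NPC than in R-NSCP6, with a log2 ratio of FPKM + 1 of -4.92, but between ESC and NPC, where DLK1 was at 1.13 and 0.962 FPKM, the cluster took 0.909% and 0.0154% of the miRNA reads. DLK1 is 1 gene of the locus and did not follow the cluster there, so its mRNA cannot decide whether the transcript level across the locus was lower in NPC. With 1 library per stage, effects of the stage and of the long culture cannot be told apart.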

How the results depend on the processing

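No paired analysis was possible because each stage had 1 pooled library per assay, and for the same reason no replicate was there to leave out. The alternatives were set before the data were examined, except the exclusion of symbols with more than 1 row and of the 10 genes of highest mean FPKM, which were chosen after seeing the data. The correction for GC content and gene length was not run.

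Of 141 values of counts and distances under an alternative, 95 stayed within 1.5 times the reported count or close to the reported distance, and 46 moved. Upper-quartile and median-of-ratios scaling, 1 added before the fold, counting every row and leaving out symbols with more than 1 row moved none of them. With median-of-ratios scaling, 1099 of the 1147 ESC-prevalent, 232 of the 258 R-NSCP1-prevalent, 842 of the 949 R-NSCP6-prevalent and all 821 NPC-prevalent genes were kept. Upper-quartile scaling kept 902, 252, 709 and 821 of them, and library-sum scaling 429, 258, 391 and 803. Of 420 list medians, 105 moved, 89 of them under a pseudocount of 0.1 and 16 under median-of-ratios scaling. Of 140 medians between neighbouring stages or from R-NSCP1 to NPC, 3 changed sign with median-of-ratios, 5 with upper-quartile and 20 with library-sum scaling. The last include cell cycle genes (-0.49 to 0.52) and let-7 targets (-0.42 to 0.59) from ESC to R-NSCP1, and neural progenitor genes (0.00 to -0.65) and the R-NSC genes of the earlier study (0.14 to -0.51) from R-NSCP1 to R-NSCP6. The Hedgehog (-0.04) and Wnt (-0.07) medians from R-NSCP6 to NPC changed sign under all 3. Of 256 values of named genes and miRNAs, 206 kept their highest stage and their side of the 2-fold rule. The size of their folds was not compared.

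FPKM divided by its library sum gave 429 prevalent genes in ESC, 684 in R-NSCP1 and 403 in R-NSCP6, 221 genes only in ESC, and 19 Wnt and 11 Hedgehog pathway genes prevalent in R-NSCP1. Without the 10 top genes in the sum, the counts were 523, 419 and 610. This scaling moved the median of all genes, which was 0.05 (R-NSCP1 to ESC), -0.00 (R-NSCP6 to R-NSCP1) and -0.17 (NPC to R-NSCP6) on the log2 scale, by 1.02, -0.67 and 0.62. Upper-quartile scaling moved it by 0.19, -0.15 and 0.21, and median-of-ratios scaling by 0.16 for NPC to R-NSCP6. In ESC, LOC100426412 alone held 20.6% of the sum, but the cause of the shifts was not tested.

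A fold of at least 4 left 408 genes in ESC, 84 in R-NSCP1, 228 in R-NSCP6 and 342 in NPC, 66 genes only in R-NSCP1, 3 Wnt, 2 Hedgehog and 0 Hedgehog genes without Wnt and BMP ligands, and 46, 18, 28 and 1 miRNAs in the 4 stages, by its own construction. So did the stricter filters. Genes of at least 1 FPKM in every stage numbered 727, 106, 546 and 389 as prevalent, with 48 only in ESC and 16 only in R-NSCP1. A minimum of 10 FPKM gave 133 in R-NSCP1 and 542 in NPC, and a limit of 1 FPKM gave 184 only in ESC and 46 only in R-NSCP1.

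R-NSCP6 was nearer to R-NSCP1 than to NPC under every distance tried. The difference was -0.0453 with genes of at least 1 FPKM in every stage, -29.8 as Euclidean distance and -17.7 on z scores, the latter on other scales. R-NSCP1 and R-NSCP6 merged first in 5 of 7 settings, ESC and NPC on raw FPKM, and R-NSCP1 and NPC on z scores.

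For miRNAs, CPM gave 21 prevalent in R-NSCP1 and 43 in NPC, TMM 28 and 52, and DESeq2 factors 17 and 61. Each left 3 let-7 members higher at both steps. Scaled to the sequenced reads stated in the paper, these counts all stayed within 1.5 times those on raw reads. let-7g was 2.80-fold higher in R-NSCP6 than in NPC on raw reads and reversed by CPM, with a log2 ratio of -0.42. A minimum of 100 reads left 43 prevalent in ESC and 0 only in ESC, and a minimum of 10 reads left 7 only in ESC. The cause was not tested for the scalings. The 4.30 M miRNA reads of NPC limit the detection of rare miRNAs there most.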

Differences from the paper's values

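The paper's Fig. S5 shows LIX1 at about 4.5 FPKM in ESC, about 29 in R-NSCP1 and about 40 in NPC, read by eye, where the row of LIX1 (LOC700619) is at 0.799, 15.8 and 4.26. It shows LMO3 at about 1.0 in R-NSCP1 and about 1.3 in R-NSCP6, Fig. S5 read by eye, where the row of LMO3 (LOC701893) is at 14.0 and 10.1. The alternative set before the data were examined for single genes, upper-quartile scaling, closes none of these 5 gaps. The row of LIX1L (LOC100430860) is at 4.71, 29.7 and 39.4 FPKM in ESC, R-NSCP1 and NPC, and the row of LMO1 (LOC100425589) is at 1.05 and 1.44 in R-NSCP1 and R-NSCP6; these rows were compared after the values had been seen.

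The paper states that R-NSCP6 clusters with NPC and not with R-NSCP1. The text names no distance or linkage. Here, the distance was 0.142 to R-NSCP1 and 0.222 to NPC, R-NSCP6 was nearer to R-NSCP1 under each of 6 other settings, and no setting merged R-NSCP6 and NPC first.

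The paper names OTX2 among the early markers. The row LOC694175, which was taken for it, is named OTX1 in the gene table used here, and no row is named OTX2.

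The paper states 391 genes exclusive to ESC and 12,457 expressed genes, where 380 symbols (392 rows) and 12458 symbols met the stated limits. It states that 451 miRNAs were detected in ESC, where 439 had at least 1 read in ESC and 451 in at least 1 stage.

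The paper states that let-7a, let-7c, let-7e, let-7f, let-7g and miR-98 go up gradually from ESC to R-NSCP6. All 6 were higher in R-NSCP6 than in ESC on raw reads and by CPM. At both steps, all 6 were higher on raw reads, and by CPM only let-7c, let-7e and let-7g. Its Fig. 4A matches the natural logarithm of the reads, such as 9.20 for let-7a in ESC, though the figure was read by eye with these values known.

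The paper describes Hedgehog and Wnt signalling as suppressed in R-NSCP6. Medians of both lists were lower there, -0.50 and -0.21 on the log2 scale. The genes the paper picked for R-NSCP1 were all at least 2-fold lower, with medians of -1.89 for 6 Hedgehog and -1.75 for 7 Wnt genes. Their selection as at least 2-fold higher in R-NSCP1 than in any other stage fixes this direction, so they are not further evidence. Of 4 Hedgehog target genes with a row, PTCH1 and FOXA2 were lower in R-NSCP6, and NKX6-1 and GLI1 were higher, GLI1 by 4.70-fold. The SHH dose in the medium was higher after the first passage, and other factors and the collection of cells differed too. Stage, medium and collection thus cannot be told apart for these target genes or for the lists. The paper calls Ptch1 stable, and PTCH1 went from 11.0 to 6.88 FPKM, a difference of 1.60-fold. It counts WNT8B among the drastic changes, and WNT8B was 1.60-fold lower, while the other 7 of the 8 components were at least 2-fold apart.

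Of the R-NSC genes of the earlier study, the paper calls the ones other than PLZF equal or higher in R-NSCP6 and higher in R-NSCP1 than in NPC. MMRN1 was 5.49-fold lower in R-NSCP6 than in R-NSCP1. Of 12 genes, FEZF2 (ZNF312) not counted, 0 were higher in NPC than in R-NSCP1, which is the direction the paper states. It sets no 2-fold limit there. With that limit, 9 of the 12 were lower in NPC, and LMO3 (14.0 and 12.9 FPKM) was nearly equal. The paper names Wnt3a and Wnt5b as candidates for genes active in mouse only. WNT3A was at 4.12 FPKM and WNT5B at 8.91 FPKM in R-NSCP1, and WNT5B was prevalent there.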

Other observations

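Of the tests in this part, the 1 on the metabolic difference was set before its result was seen, and the others were chosen after the result was seen.

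Of 11 genes of the cortical hem, a signalling centre of the dorsal forebrain, 2 were prevalent in R-NSCP1 (WNT2B and GDF7) and 2 in R-NSCP6 (RSPO2 at 290 FPKM and RSPO3), and LMX1A was at 28.9 FPKM in R-NSCP1 and 26.5 in R-NSCP6. Of 14 ventral neural tube genes, only 6 have a row, and 4 of these were prevalent in NPC (0.393 expected, percentile 99.9). Among them were SHH (9.01 FPKM), NKX6-1 (9.98) and OLIG2 (19.7). OLIG2 is also in the oligodendrocyte list, whose members with a row were all prevalent in NPC, so a ventral identity was not separated from glial lineage. Of 19 cell cycle genes, 3 were prevalent in ESC and 12 were at least 2-fold lower in NPC than in R-NSCP6, with a median log2 ratio of -1.16 that stayed negative under all 3 other scalings. Of 16 neural progenitor genes, 1 each was prevalent in R-NSCP1, R-NSCP6 (DLL1 at 44.5 FPKM) and NPC (VIM at 2515 FPKM).

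None of 9 microglia and blood genes has a row, and of the endothelium list KDR (9.54 FPKM) and TEK (6.77) were prevalent in ESC. Of 3 mesoderm genes with a row, GSC (13.6 FPKM) and MIXL1 (12.5) were prevalent in ESC, and EOMES, which cortical progenitors also express, was at 40.0 FPKM in R-NSCP6. The 1 trophoblast gene with a row, TFAP2C, was at 2.81 FPKM in ESC and 16.4 in NPC. Of 3 inhibitory neuron genes with a row, GAD1 was prevalent in NPC (16.4 FPKM) and SST in R-NSCP1 (5.13 FPKM). Of the fibroblast and mesenchyme genes, 3 were prevalent in ESC, with ACTG2 at 132 FPKM and COL1A1 at 11.7, and 3 in NPC, with COL5A2 at 24.9. In NPC, 10 of 15 were at least 2-fold higher than in ESC and 5 at least 2-fold lower. Whether feeder fibroblasts contributed to the ESC values was not tested.

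Among miRNAs, 6 of 9 fibroblast and mesenchymal miRNAs were prevalent in ESC (5 by CPM), with miR-199a-3p at 47524 reads and miR-214 at 3807. A contribution of the feeder fibroblasts to these reads was not tested. Of 6 epithelial miRNAs, miR-141 (3589 reads) and miR-200c (3404) were prevalent in ESC, and 2 were prevalent in R-NSCP1 (1 by CPM). Of 11 neural miRNAs, 1 was prevalent in R-NSCP1 and 2 in R-NSCP6 on raw reads, and 2 in NPC by CPM, while miR-124a was at 19548 reads in R-NSCP1. The miR-17-92 family took 19.6% of the reads in ESC, 13.8% in R-NSCP1, 11.4% in R-NSCP6 and 4.85% in NPC.

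Some genes of basic cell functions are listed high in ESC and near 0 in the other stages, such as COX5A (943 FPKM) and UQCRH (598 FPKM) at 0 elsewhere. Of 160 rows of the oxidative phosphorylation, ribosomal protein and proteasome lists with at least 20 FPKM in ESC, 11 (6.88%) were under 1 FPKM in the 3 other stages, against 1.57% of all rows of at least 20 FPKM in ESC. All 11 belong to oxidative phosphorylation, and 7 of them to symbols with more than 1 row, so they repeat genes. A different estimation of the ESC library and a metabolic difference cannot be told apart here: the oxidative phosphorylation list had a median log2 ratio of ESC to the mean of the other stages of 0.68 (bootstrap 0.36 to 0.82), between the bounds set for either answer, the glycolysis list at 0.19 lay below the bound of 1 set for a metabolic difference in both lists, and the stage and the library are confounded. For part of the pattern, a join of the other stages to the ESC rows by gene symbol is a candidate explanation, as all 128 symbols with more than 1 row have identical values in the 3 other stages and different values in ESC, and such symbols hold 17.7% of the rows near 0 elsewhere against 2.70% of rows of at least 20 FPKM in ESC. The lists as a whole were 12 of 63 (oxidative phosphorylation), 6 of 28 (proteasome) and 2 of 65 (cytosolic ribosomal proteins) prevalent in ESC, with medians from ESC to R-NSCP1 of -0.69, -0.84 and -0.78 that become 0.32, 0.17 and 0.24 with library-sum scaling.

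Few miRNAs were prevalent in NPC on raw reads. The lower read total of that library is a candidate explanation, since the count went from 6 to 43 by CPM. No biological explanation was tested.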
